# Wide transcriptional investigation unravel novel insights of the on-tree maturation and postharvest ripening of ‘Abate Fetel’ pear fruit

**DOI:** 10.1038/s41438-018-0115-1

**Published:** 2019-03-01

**Authors:** Nicola Busatto, Brian Farneti, Alice Tadiello, Vicky Oberkofler, Antonio Cellini, Franco Biasioli, Massimo Delledonne, Alessandro Cestaro, Christos Noutsos, Fabrizio Costa

**Keywords:** Plant sciences, Gene expression

## Abstract

To decipher the transcriptomic regulation of the on-tree fruit maturation in pear cv. ‘Abate Fetel’, a RNA-seq transcription analysis identified 8939 genes differentially expressed across four harvesting stages. These genes were grouped into 11 SOTA clusters based on their transcriptional pattern, of which three included genes upregulated while the other four were represented by downregulated genes. Fruit ripening was furthermore investigated after 1 month of postharvest cold storage. The most important variation in fruit firmness, production of ethylene and volatile organic compounds were observed after 5 days of shelf-life at room temperature following cold storage. The role of ethylene in controlling the ripening of ‘Abate Fetel’ pears was furthermore investigated through the application of 1-methylcyclopropene, which efficiently delayed the progression of ripening by reducing fruit softening and repressing both ethylene and volatile production. The physiological response of the interference at the ethylene receptor level was moreover unraveled investigating the expression pattern of 12 candidate genes, initially selected to validate the RNA-seq profile. This analysis confirmed the effective role of the ethylene competitor in downregulating the expression of cell wall (PG) and ethylene-related genes (ACS, ACO, ERS1, and ERS2), as well as inducing one element involved in the auxin signaling pathway (Aux/IAA), highlighting a possible cross-talk between these two hormones. The expression patterns of these six elements suggest their use as molecular toolkit to monitor at molecular level the progression of the fruit on-tree maturation and postharvest ripening.

## Pears: Genes linked to fruit maturation and ripening

Numerous genes, including many involved in the production and signaling of key growth hormones, regulate the on-tree maturation and postharvest ripening of pear fruit. Fabrizio Costa from the Edmund Mach Foundation in San Michele All’adige, Italy, and colleagues identified nearly 9,000 genes that were differentially expressed across four maturation stages of the Abate Fetel cultivar of European pear (*Pyrus communis*). From this long list of genes, the researchers selected 12 involved in hormone signaling, cell wall metabolism or aromatic volatile compound production, and evaluated their expression pattern with and without application of a chemical added to delay ripening during postharvest storage. Six of the genes, five of which controlled the activity of the hormones auxin and ethylene, showed differential expression, and could be informative as molecular biomarkers for improving fruit quality in pears.

## Introduction

Rosaceae is one of the most important botanical families in horticultural fruit crops. The genus *Pyrus* is distinguished by four main species cultivated for fruit production, such as *P. bretschneiders* Rehd, *P. ussuriensis* Maxim, *P. pyrifolia* (Burm), and *P. communis* L.^1^. While the first three species are mainly grown and cultivated in Asia, the last species, *P. communis*, represents the taxonomic group to which most of the varieties cultivated in America, Europe, Africa, and Australia belong. Italy is the fourth world-wide production country of pear, after China, Argentina and United States (with 701,928 tons in 2016; FAOSTAT), with cv. ‘Abate Fetel’ as the most important and widely grown variety. Pear fruit are particularly appreciated by consumers for their quality features, such as unique shape, buttery texture, juiciness, sweetness, and aroma^2^. All these features are the result of a physiological program that taking place from the on-tree fruit maturation, progress through the postharvest fruit ripening. In pear, as well as in other horticultural crop fruit species, such as apple, peach, or tomato, the fruit ripening is of climacteric type^3,4^, meaning that most of the modification making the fruit edible and appreciated are triggered and coordinated by the hormone ethylene^4–6^.

Unlike other climacteric fruits, the pear fruit is distinguished by a varying degree of ripening. The completion of ripening can rely, in fact, on other important factors, such as the requirement of a chilling period or ethylene treatment^7^. ‘Abate Fetel’, like other pear varieties, needs a period of exposure to cold temperature in order to ripe^8^. Therefore, pear fruit reach the optimal quality for fresh consumption only during the postharvest phase^2^. Among the several strategies that can be applied to stimulate and induce the onset of ripening (such as cold temperature storage, preharvest treatment with plant growth regulators or exogenous application of ethylene^7^), the identification of the best harvest time certainly deserves a particular attention. In pear fruit cv. ‘d’Anjou’, the dessert type of quality (buttery texture, juiciness, optimal flavor, and aromatic blend) changes, indeed, according to the harvest stage, which is finally recognized as a crucial aspect to ensure an optimal fruit quality. This is particularly true in orchard of medium-large size, where fruit are harvested in a wide time window. The tight relationship between harvest time and fruit quality has, moreover, an important role also in the postharvest management. The postharvest storage of fruits is an essential strategy allowing the constant market availability of fresh fruit, guaranteeing, at the same time, an extended commercialization and marketability. During storage, however, the fruit quality reached at the end of the on-tree maturity and ripening needs to be maintained. This result can be achieved, for instance, slowing down the progression of fruit ripening, avoiding excessive fruit softening and general quality drop-off. To this end, the cold storage of fruit can be performed together with the application of 1-methylcyclopropene (1-MCP), a molecule known to interfere with the ethylene receptor system^9^. 1-MCP is largely used to control the climacteric ripening in many fruit species, including pear. Gramashi and colleagues^10^, for instance, applied 1-MCP to improve the storability of the pear fruit cv. ‘Spadona’, while Ekman et al.^11^ studied the effect of different concentration of this ethylene competitor in the ripening of pear fruit cv. ‘Bartlett’.

Due to the importance of these processes in ensuring the economical success of the fruit production, a more detailed investigation about the physiological mechanisms controlling the fruit maturation and ripening in pear fruit is compelling. To date, the employment of next-generation sequencing techniques offers the possibility to investigate at a genome-wide scale the transcriptomic variation across samples/stages, identifying the important genes involved in the regulation of the processes of interest. This strategy has been already employed in pear fruit. Ou and colleagues^12^ identified a set of differentially expressed genes associated to dwarfing, while Nham et al.^13^ employed this technique to study the fruit maturity during the fruit development in pear cv. ‘Bartlett’.

In this work, we aimed to unravel the transcriptional variation occurring during the on-tree maturation and postharvest ripening in fruit of cv. ‘Abate Fetel’ employing both, RNA-seq and candidate gene approaches. The role of ethylene in controlling the postharvest fruit ripening was moreover investigated with the use of 1-MCP, which highlighted the existence of a possible hormonal cross-talk with auxin.

## Results

### Progression of the on-tree fruit maturity and postharvest ripening of pear

The ripening stage of the fruit collected at each harvesting date (H1–H4) was non-destructively assessed with the use of a DA-meter (Supplementary Fig. S1). Within each stage, a continuous distribution of the index of absorbance (I_AD_) was observed, and the most representative categories of fruit with a similar I_AD_ were grouped into homogeneous classes of fruit. The I_AD_ value for H1 was 2.1–2.0, while for the other three stages the I_AD_ was 2.0–1.9 for H2, 1.9–1.8 for H3 and 1.8–1.7 for H4, respectively. The selected fruit from each group represented the biological material used to perform the subsequent physical/metabolic and transcriptomic analyses. The DA-meter device was also employed to monitor the progression of the postharvest ripening (Supplementary Fig. S2). The content of chlorophyll showed a decreasing pattern over the four stages at T0 (harvest), as well as after one month of cold storage (T1). However, the most important variation in ripening was observed after 5 days of shelf-life ripening at room temperature following cold storage (T1 + 5_ctrl_), with a loss of I_AD_ spanning from 1.6 for H2 to 3.06 fold of change for H4. The use of the DA-meter also weighted the effect of 1-MCP in delaying the general ripening of pear fruit. Fruit at T1 + 5_1-MCP_ showed, in fact, an I_AD_ value closer to harvest (T0), with a fold change ranging from 1 (no change) to 1.09. The decreased I_AD_ observed between T1_ctrl_ and T1 + 5_ctrl_ was moreover supported by the increased production of ethylene measured on the same fruit (Supplementary Fig. S3), with a fold change ranging between 1.78 for H3 to 5.47 for H2. The application of 1-MCP turned down completely the ethylene production, slowing down the general fruit ripening as evidenced by the I_AD_ value.

### Assessment of the fruit quality parameters

The quality of pear fruit was assessed based on important parameters, such as fruit texture, aroma, and the soluble solids content. The two devices employed in this study to assess the fruit firmness provided consistent data (Supplementary Fig. S4). The fruit firmness linearly decreased from 6.27 Kg cm^−2^–17.7 N (in T0_H1) to 3.69 Kg cm^−2^–10.64 N (in T1_H4). As observed already for the dynamics of the I_AD_ and the ethylene pattern, the 5 days of shelf-life ripening at room temperature boosted the loss of firmness, bringing the value down to 0.93 Kg cm^−2^– 2.1 N for the T1 + 5_ctrl_ sample in H1. Also in this case, the application of 1-MCP greatly reduced the disassembly of the cell wall, showing values closer to T0, with a fold change spanning from 1 to 1.12. With the texture analyzer, the fruit firmness was moreover assessed in two zones of the fruit, located at a distal (close to the area assessed with the digital penetrometer) and at an internal portion of the cortex (close to the seed cavity), respectively. While the fruit texture assessed with the TAXT*plus* in the external area of the fruit showed a linear correlation with the penetrometer, the value of the maximum force assessed in the internal part resulted higher (Supplementary Fig. S5).

The aroma of pear fruit was instead assessed through a PTR-ToF-MS. The entire volatilome was reduced from 214 to 110 VOC (volatile organic compounds) masses, applying noise and correlation coefficient thresholds (Supplementary Table S1). The aroma of pears was for the most represented by ester (m/z 61.028, 71.049, 75.042, 89.059, 117.091, 131.018, 145.123), acetaldehyde (m/z 45.032) and ethanol (m/z 47.047), with a profile similar to ethylene, being accumulated over the postharvest ripening (Fig. 1). The effect of the shelf-life ripening on the VOC production was clearly depicted in the PCA plot (Fig. 1a). The first principal component (PC1), which explained 94% of the overall variability, was oriented towards the projection of the samples assessed after 5 days of shelf-life ripening (Fig. 1b). These samples were also the only ones showing a distinct profile of VOCs, while all the others (assessed at harvest, after 1 day of shelf-life following cold storage or treated with 1-MCP), did not show any particular differences. The T1 + 5_ctrl_ stage showed in fact the highest accumulation of VOCs, and it is also interesting to note that fruit harvested at H1 produced a higher amount of VOCs compared to the other three stages (Fig. 1c, Supplementary Fig. S6).

**Fig. 1:**
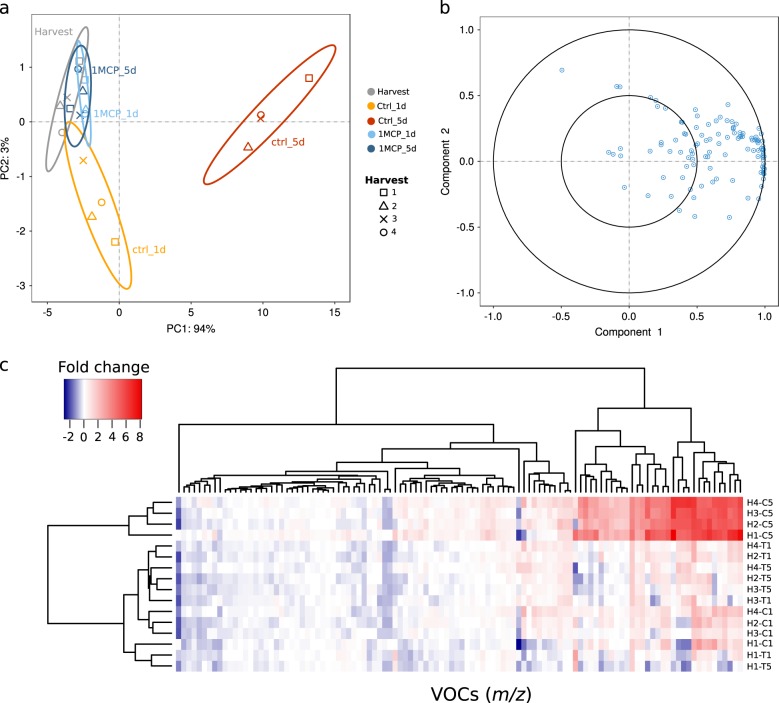
PCA analysis of the volatilome in pear fruit. In panel **a** is depicted the distribution of the pear samples at different on-tree maturity and postharvest ripening stages, together with the 1-MCP treatment. Each point in the PCA plot corresponds to the mean value for each group. The distribution of the samples was based on 110 PTR-ToF-MS masses, whose loading plot is illustrated in panel **b**. In panel **c** is instead represented the hierarchical heatmap of each single VOC assessed for each harvesting stage (H1–H2-H3–H4) after one and 5 days of shelf-life after cold storage, in both normal (C) and 1-MCP treated condition (T), respectively

Despite the progression observed for fruit firmness and VOCs, the accumulation of soluble solids linearly increased from harvest to postharvest stages (Supplementary Fig. S7) showing an ethylene-independent pattern, since the Brix value did not change after the exogenous application of 1-MCP.

### Global transcriptome analysis of the on-tree pear fruit maturation

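Fruit of 'Abate Fetel', a cultivar of the European pear, were sampled at 4 harvesting stages, which the paper places at 120 (H1), 127 (H2), 140 (H3) and 147 (H4) days after full bloom and the sample labels at harvest weeks 1, 2, 3 and 4. RNA from the flesh of 3 biological replicates per stage gave one single-end library each. The labels name another library kit, another sequencer and another read length than the methods of the paper. The reads were trimmed, aligned with HISAT2 to the Pyrus communis genome and quantified with StringTie by the authors, and the deposited values are whole-number counts per gene for each library, without normalization, in a table named for FPKM values. The table lists 45217 genes, of which 14378 have a count of 0 in all 12 libraries. The counts per library ranged from 7778587 to 9201671 in H1 (median 7856011), from 7776419 to 8418520 in H2 (median 8198223), from 8176929 to 9419007 in H3 (median 8422284) and from 9587843 to 10675582 in H4 (median 9851054). They summed to 105362130, which is 49.0% of the number of sequences that the paper gives as used for the alignment, and all values reported here rest on the counts. A count of 3 corresponded to 0.281 to 0.386 CPM (counts scaled to a library total of 1000000) depending on the library. Within each stage the 3 libraries differed by more than the sampling noise of their counts, so they were not merged as repeated sequencing of one library. Separate preparations of the same RNA would also differ by more than this noise, and that the libraries come from separate biological replicates is taken from the paper. The counts were scaled with the TMM method of edgeR, and the 23155 genes with at least 1 CPM in at least 3 libraries were tested between stages with the quasi-likelihood test of edgeR, with all 12 libraries in one model. Genes with a Benjamini-Hochberg (BH) adjusted p-value under 0.05 within a comparison were taken as DEGs, and a positive log2 fold change stands for a higher level at the later stage. The standard errors given with edgeR were derived from its test, as the size of the log2 fold change divided by the square root of the F statistic. They are approximate. The biological coefficient of variation between replicates was 13.0%. The filter on low counts, the scaling of the libraries, the choice of the test and the libraries that enter it can each change the number of DEGs. Counts of 2 genes with near-identical sequences can be exchanged between their entries by the counting, which these values cannot resolve.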

The RNA sequencing of twelve libraries (three biological replicates per each harvesting stage, H1–H4) generated, after quality check, a total of 228.35 Million of reads (76 bp), with an average of 19 M reads/library. Only 214.93 Million sequences, with a mode at 76 bp (representing the 94.15% of the total reads), were selected and used for the alignment of the reads, while the remaining were discarded for low quality or short sequence length. The alignment of the reads on the reference genome of *Pyrus communis*, produced 45217 unigenes, assembled into 12246 scaffolds. 

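In at least 1 of the 6 pairwise comparisons between stages, 10005 of the 23155 genes tested (43.2%) were called by edgeR at the chosen threshold. Of these genes, 8188 are listed in Supplementary Table S2, which corresponds to 91.6% of that table, and 1817 are not. A further 751 genes of the table were not called, 162 of them because their counts were too low to enter the test. The setting that moved the number of called genes most was leaving out H4 replicate 3, with which 8312 genes were called.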

Transcript counts were analyzed with DESeq2 that identified 8939 DEGs in a pairwise analysis across the different harvesting stages. The number of DEGs proportionally increased with the distance among stages (Fig. 2a, b). 

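The comparison of H1 with H4, 27 days apart, gave 7995 DEGs, or 34.5% of the genes tested. With 20 days between the stages, 6480 DEGs (28.0%) were found between H2 and H4, but 2772 (12.0%) between H1 and H3. Among the stages next to each other, H2 and H3 were 13 days apart and differed by 1236 genes (5.3%), while H1 and H2, at 7 days, differed by 1645 genes (7.1%). The same interval of 7 days separated H3 from H4, with 4741 DEGs (20.5%). Which of H1–H2 and H2–H3 was lower depended on the libraries in the model: with only the 6 libraries of each comparison, 970 DEGs were called for H1–H2 and 1353 for H2–H3. In 96.7 to 99.9% of the DEGs of a comparison, all 3 libraries of one stage lay above all 3 libraries of the other, which the call on these same libraries favours by itself.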

The transition between H3 and H4 was characterized by 3.2 times higher number of DEGs (4459) with regards to the other two pairwise comparisons (H1–H2: 1393 DEGs, H2–H3: 1489 DEGs), as depicted in the Venn diagram illustrated in Fig. 2c. 

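The number of DEGs at the H3–H4 transition was 2.88 times that of H1–H2 and 3.84 times that of H2–H3, and 3.29 times the mean of both. The ratio to H1–H2 moved most with the libraries in the model and the adjustment: it was 4.80 with only the 6 libraries of each comparison, 4.63 without H2 replicate 1 or without H2 replicate 3, and 1.99 with adjustment over the 6 comparisons together. In each of the 12 fits that left out one library, the number for H3–H4, between 3284 and 5440, exceeded the numbers for H1–H2 and H2–H3 of the same fit. Counting only DEGs that changed more than 2-fold, with genes at or under 3 counts in one stage taken at their lower bound, 730 genes were found at H3–H4, 225 at H1–H2 and 237 at H2–H3. Of these, 293 were higher and 437 lower in the later stage at H3–H4. The numbers were 145 and 80 at H1–H2 and 127 and 110 at H2–H3.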

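Between H3 and H4, 2540 DEGs were higher and 2201 lower in the later stage (53.6% higher), compared with 912 higher and 733 lower between H1 and H2 and 690 higher and 546 lower between H2 and H3. This balance rested on the scaling of the H4 libraries. With the total count of each library in place of the TMM factors, 32.0% of 5062 DEGs at H3–H4 were higher, against 53.6%, as were 39.1% instead of 52.5% at H1–H4 and 35.4% instead of 52.4% at H2–H4, and the median log2 fold change of the genes tested at H3–H4 moved from -0.004 to -0.096. The median size of the log2 fold change over all genes tested was 0.205 at H3–H4, 0.149 at H1–H2 and 0.134 at H2–H3, with standard deviations across genes of 0.72, 0.70 and 0.70. Among the DEGs alone, the median size was 0.48 at H3–H4, 0.48 at H1–H2 and 0.52 at H2–H3. On the scale of log2(CPM + 1), the largest rises from H3 to H4 among the DEGs whose libraries separate completely were those of PCP013494, from 21.9 ± 1.08 to 1414 ± 403.3 CPM (SD, n = 3; log2 fold change 6.01, standard error 0.22, edgeR, BH-adjusted p = 1.4e-08), and PCP009612, from 20.5 ± 0.754 to 1218 ± 331.8 CPM (log2 fold change 5.89, standard error 0.21, edgeR, BH-adjusted p = 1.4e-08). The largest falls were those of PCP042625, at least 37.1-fold lower, and PCP027844, at least 33.6-fold lower. The latter 2 genes also alternated within H2, with a count of 0 in at least 1 library and of up to 95 (PCP042625) and 80 (PCP027844) in another. In H1, PCP042625 had no count in any library, so its level in H4 was not below that in H1, while PCP027844 had 99 to 107 counts there. With any 1 of the H3 or H4 libraries left out, the adjusted p-value of PCP042625 rose above 0.05. With limma-voom and library weights, a setting chosen after seeing the data, PCP027844 was not called (BH-adjusted p = 0.28; range over all alternatives 3.2e-12 to 0.28).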

The H3–H4 transition was also characterized by the highest transcriptomic variation (Fig. 2d–f). Moreover, while the transitions between H1–H2 and H2–H3 were characterized by 33 and 30.5% of genes uniquely expressed, respectively, the transition from H3 to H4 was distinguished by 72,5% of unique genes, while only 27.5% of the DEGs was shared with the other transitions.

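Of the DEGs of each transition, 656 (39.9%) were called only at H1–H2, 360 (29.1%) only at H2–H3 and 3499 (73.8%) only at H3–H4, and 241 genes were called at all 3. Transitions that share a stage share its libraries, so some overlap arises by chance. The overlap of H1–H2 with H2–H3 was 432 genes, against 271 to 292 for equally long lists of the lowest p-values in 4 simulations without any change between stages, and that of H2–H3 with H3–H4 was 685, against 533 to 547. In these simulations no gene was called at H1–H2 or H2–H3, with 1102 to 1196 and 1139 to 1171 genes at an unadjusted p-value under 0.05. The transitions H1–H2 and H3–H4, which have no library in common, shared 798 genes, against 320 to 356 in the simulations. In the simulations no gene changed and all genes had the same dispersion. They therefore cannot tell changes that transitions share from genes that are easier to call in every comparison. The number unique to H1–H2 moved most with the libraries in the model. On the 6 libraries of each comparison it was 352 by edgeR and, in 2 settings chosen after seeing the data, 283 by DESeq2 and 469 by DESeq2 with a local fit of the dispersion, while DESeq2 on all 12 libraries gave 698. In its discussion, the paper points to more DEGs towards the end of the sampling and to the change seen at H4 in the clustering. It proposes that the transition from H3 to H4 can be taken as the most relevant one. From this it reasons that the transition affects how the fruit perform after harvest.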

**Fig. 2:**
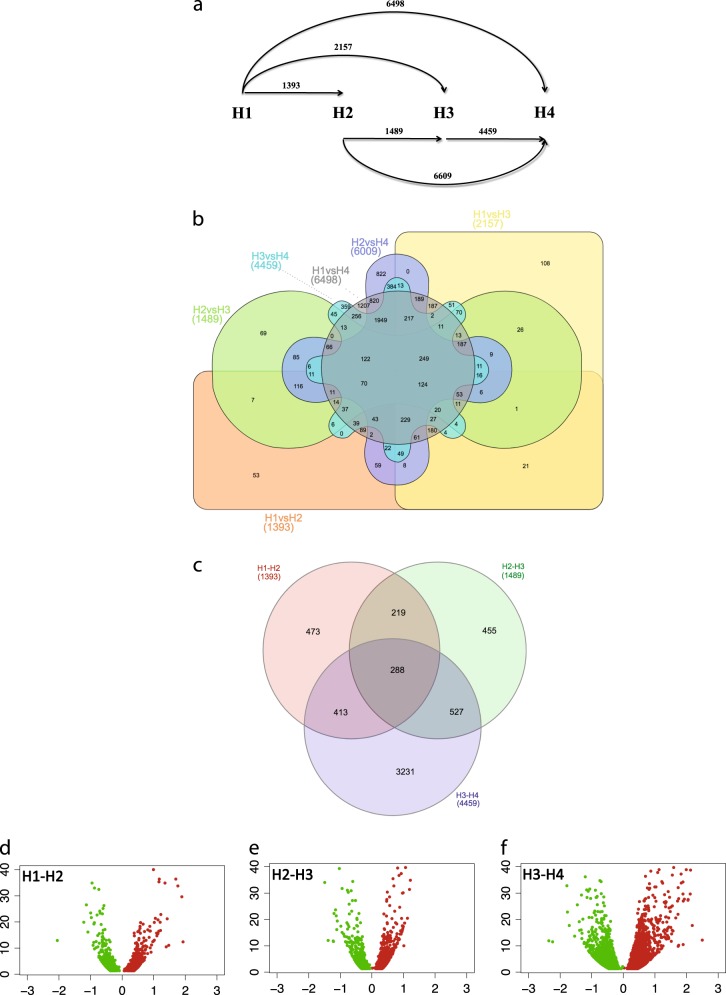
Analysis of the genes differentially expressed. In panel **a**, the number of genes differentially expressed is illustrated in the six pair-wise combinations carried out among the four harvesting stages. Distinctions between shared and unique genes are instead illustrated in the two Venn diagrams, depicting the distribution among all the samples (**b**) or considering only the transition stages (**c**). The proportion of the genes up (red color) and down (green color) regulated among the three transitions (H1–H2, H2–H3, and H3–H4) is instead illustrated with the volcano plot depicted in panel **d**, **e**, and **f**, respectively

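The distance between stages was measured over the genes of Supplementary Table S2 as the root mean square difference of log2(CPM + 1). Pairs of libraries of the same stage were 0.28 to 0.37 apart on this scale. The means of H1 and H2 lay 0.41 apart, and so did those of H2 and H3, while H1 and H3 were separated by 0.50. The mean of H4 was at 0.57 from H3, 0.72 from H2 and 0.83 from H1. Single libraries of H3 and H4 lay 0.55 to 0.67 apart, beyond every pair of replicates and beyond the pairs of H1 and H2 (0.44 to 0.52) and of H2 and H3 (0.46 to 0.50). The table was selected by the authors for differences between these same libraries.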

The expression of DEGs was furthermore graphically reordered with a hierarchical clustering heatmap (Fig. 3a) that showed a gradual and linear shift of gene expression from H1 to H3 and a decisive change in the H4 stage. 

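By the test of edgeR, 1940 genes were higher and 1521 lower in H4 than in each of the other 3 stages. For H1, the corresponding numbers were 361 genes higher and 491 lower than in each other stage, for H2 they were 129 and 85, and for H3 they were 93 and 25. Between H1 and H4, 3191 genes of Supplementary Table S2 were called lower and 3620 higher in H4.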

The cluster of genes overexpressed at H1 was downregulated in H4, while, on the contrary, the upper cluster distinguished by genes with a lower expression in H1–H3 resulted strongly expressed in H4. The distinct transcriptional behavior observed in this latter stage, with regards to the other three samples, was furthermore magnified and illustrated in the 2D-PCA plot (Fig. 3b). 

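A principal component analysis was repeated on the stage means of log2(CPM + 1) of the genes in Supplementary Table S2, each scaled to unit variance. The first component held 69.7% of the variance between the 4 means and the second 18.1%, together 87.7%. Means of 3 replicates hide the variation between them: with all 12 libraries entered separately, the shares were 55.8% and 14.2%. Another selection of genes moved the first share most, to 53.0% with all 23155 genes that were tested. From the counts without scaling, an alternative chosen after seeing the data, the first share was 66.6%.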

The principal component analysis highlighted the distribution of the samples in a hyperspace defined by two principal components (PC1: 66.7% and PC2: 19.4%), accounting together for 86.1% of the entire variability present in the DEG dataset. From a visual inspection emerged the distinct transcriptional behavior of the fruit harvested at H4 stage. 

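With the 12 libraries entered separately, the PC1 scores were -68.2 ± 8.7 in H1 (SD, n = 3), -38.2 ± 3.6 in H2, -3.1 ± 5.4 in H3 and 109.4 ± 12.8 in H4. All 3 libraries of H4, at 94.7, 117.0 and 116.6, lay above the other 9, whose highest score was 3.1, for H3 replicate 1. The mean score of H4 exceeded that of the other libraries by 145.9 (two-sided exact permutation test over 220 splits, p = 0.0045, the smallest p that 3 libraries against 9 allow). The same p was obtained with all genes tested, a set that was not chosen for differences between stages.

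**Figure D1:**
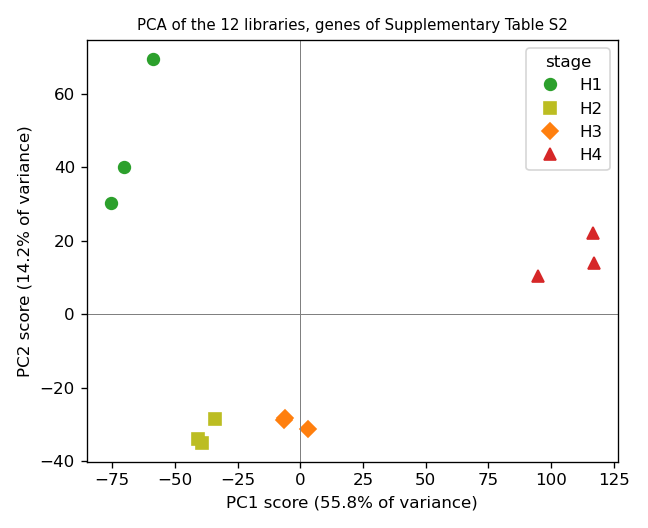
PC1 and PC2 scores of the 12 libraries, from log2(CPM + 1) of the genes in Supplementary Table S2 scaled to unit variance, with the share of variance on each axis and one symbol per harvesting stage. The H4 libraries lie at PC1 scores of 94.7 to 117.0, apart from the others at -75.6 to 3.1.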

In fact, while H1, H2, and H3 were plotted in the PC1 negative area of the plot, H4 was located in the extreme area of the PC1 positive quadrant. Remarkably, in the PC1 negative area of the plot, the second principal component (PC2) distinguished the H1 stage from H2 and H3. 

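On PC2, the libraries of H1 scored 46.6 ± 20.3 (SD, n = 3) and those of H2 and H3 scored -32.5 ± 3.4 and -29.5 ± 1.6. The lowest of the H1 libraries was at 30.4, and the libraries of H2 and H3 ranged from -34.9 to -28.2, a mean difference of 77.6 between H1 and these stages (two-sided exact permutation test over 84 splits, p = 0.012, the smallest possible). From the counts without scaling, chosen after seeing the data, the difference was 59.9 (exact permutation p = 0.036; range over all alternatives 0.012 to 0.036). The H2 and H3 libraries overlapped on this component.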

More in detail, while H1 is positioned in the PC2 positive quadrant, H2 and H3 were located on the PC2 negative area of the PCA plot.

**Fig. 3:**
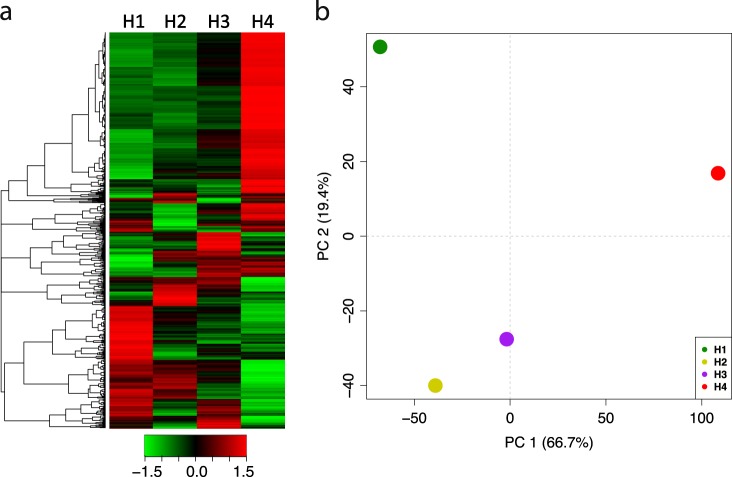
Expression profile of the DEGs across the four on-tree maturity stages. The expression dynamics of the DEGs is illustrated in panel **a** through a hierarchical clustering heatmap. In panel **b** is instead illustrated the distribution over a 2D-PCA plot of the four samples representing the four harvesting stages on the base of the DEG profile. Each point in the PCA plot corresponds to the mean value for each group. For both panels the four samples (harvesting stages) are indicated as H1, H2, H3, and H4

For a better characterization of the gene expression dynamics, the transcriptomic pattern of the DEGs (in RPKM) was sorted into 11 clusters based on two clustering algorithms (SOTA and k-means), and validated through an average distance method. Each cluster was defined by a specific number of elements, ranging from a minimum of 35 genes for cluster 4 to a maximum of 3352 grouped in cluster 6 (Fig. 4; Supplementary Fig. S8 and Supplementary Table 2). 

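Supplementary Table S2 lists the cluster of each gene with 4 values per gene, which the paper describes as RPKM. In all 8939 entries these values matched the log2 of the mean count of the stage within 0.02, without correction for library size or gene length. They therefore carry the 1.21-fold higher mean depth of the H4 libraries relative to H1. A mean count of 0 has no log2, and such entries were matched to a value of 0. The 3 largest clusters, with 3352 (cluster 6), 2689 (cluster 5) and 1969 genes (cluster 1), changed little on average. From H1 to H4, their mean log2(CPM + 1) went from 4.74 to 4.85, from 6.92 to 7.01 and from 3.02 to 2.94. These means hide changes both ways. By the test of edgeR between H1 and H4, 1566 genes of cluster 6 were called higher in H4 and 1130 lower. In cluster 5, 1184 were higher and 792 lower, and in cluster 1, 695 were higher and 904 lower. The other clusters held from 35 to 345 genes each.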

Amongst all, clusters 2, 3, and 9 were characterized by an upregulated expression pattern throughout the entire time course (through stage H1 to H4), while, on the contrary, clusters 7, 8, 10, and 11 were distinguished by an opposite pattern, showing a decreasing expression profile.

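For each cluster, the mean log2(CPM + 1) of its genes was fitted against days after full bloom over the 12 libraries and tested with a two-sided exact permutation test over the 369600 arrangements of the libraries into stages, with BH adjustment over the 11 clusters. The clusters had been formed on these same libraries, so the tests describe them and are not independent evidence. Cluster 9 rose at each stage, from 0.92 ± 0.07 in H1 to 1.12 ± 0.06, 1.57 ± 0.07 and 2.04 ± 0.02 in H4 (SD, n = 3), at a slope of 0.0401 per day (adjusted p = 1.2e-05, exact permutation). In cluster 2 the slope was 0.0476 (adjusted p = 0.00015, exact permutation), with means of 0.12, 0.10 and 0.27 in H1 to H3 and 1.62 in H4. In cluster 3 the means alternated, with 0.19, 0.95, 0.50 and 1.15, and the cluster 3 slope of 0.0221 (adjusted p = 0.042, exact permutation) no longer passed the threshold without any one of the H1 or H4 libraries (adjusted p = 0.089 to 0.10). Clusters 7, 8 and 11 fell, with means going from 1.10 to 0.15, from 1.92 to 0.82 and from 0.91 to 0.05 between H1 and H4 and slopes of -0.0335, -0.0376 and -0.0290 (adjusted p = 1.2e-05 each, exact permutation, at the smallest p of 5.4e-06 that the arrangements allow before adjustment). Cluster 10 had its highest mean in H2, at 1.30 ± 0.08, with 0.21 in H1, 0.14 in H3 and 0.11 in H4, and its slope of -0.0199 was not distinguishable from 0 (adjusted p = 0.18, exact permutation). Cluster 4, which the paper counts with neither group, had means of 0.28, 0.21, 1.24 and 0.83 and a slope of 0.0315 (adjusted p = 0.0081, exact permutation) that passed the threshold under all alternatives run. The call of cluster 3 was also lost under total-count scaling, with a cluster 3 slope of 0.0209 (adjusted p = 0.061, exact permutation; range over all alternatives 0.018 to 0.10). By the test of edgeR between H1 and H4, 36 of 38 tested genes of cluster 2 were called higher in H4, as were 21 of 35 in cluster 3 and 111 of 186 in cluster 9, and none were called lower, with 0, 0 and 1 genes lower at an unadjusted p-value under 0.05. In clusters 7, 8 and 11, 79 of 109, 277 of 344 and 9 of 12 tested genes were called lower and none higher, with 1, 0 and 0 genes higher at an unadjusted p-value under 0.05. In cluster 10, 1 of 19 tested genes was called higher and none lower, with 2 genes higher and 1 lower at an unadjusted p-value under 0.05.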

**Fig. 4:**
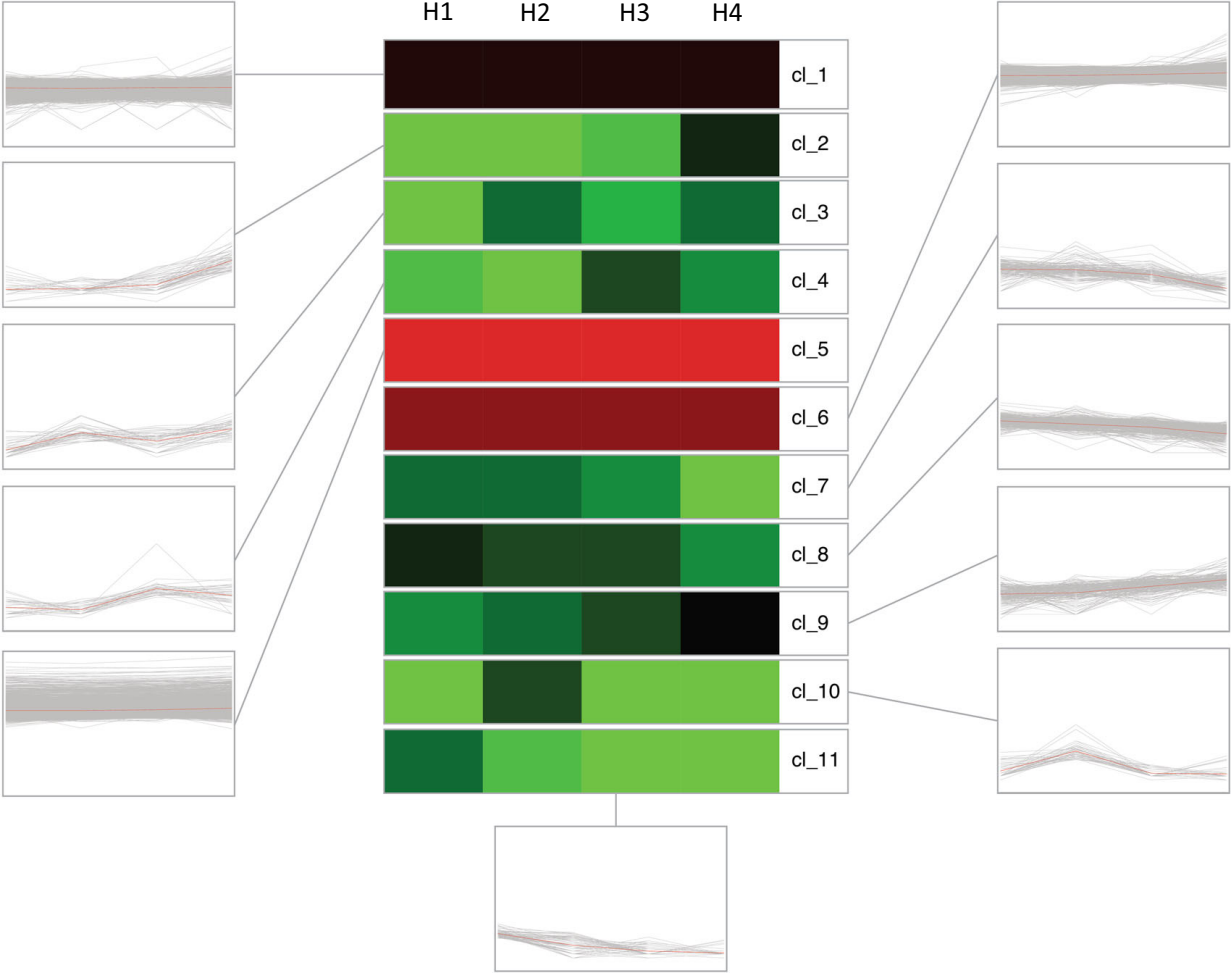
SOTA clustering of the DEG expression profile. The overall expression profile of the DEGs in RPKM was grouped in eleven clusters (coded as cl). For each cluster, the average of the expression profile for each harvesting stage (indicated with H1 to H4 on the top) is also reported

### DEG functional annotation and gene ontology

The genes differentially expressed were initially classified according to a functional vocabulary provided by the gene ontology (GO) assignment. The GO categorized the DEGs into three main ontologies, namely Cellular Component (83 groups), Biological Process (289 groups) and Molecular Functions (305 groups) (Supplementary Table 3). In the Cellular Component category (Supplementary Fig. S9a, showing the first ten groups counting for 82% of the total), the three main categories were represented by integral component of membrane (40%), nucleus (14%) and intracellular membrane-bounded organelle (4.9%). Similarly, for the Biological Process (Supplementary Fig. S9b, 10 groups accounting for 35% of the total) the three main groups were transcription DNA-template (8.7%), translation (0.2%) and metabolic processes (4.2%), while for the Molecular Functions (Supplementary Fig. S9c, 10 groups accounting for 41%) the three main categories were represented by DNA binding (6.25%), ATP binding (5.5%) and transferase activity (5.5%).

The GO terms were also assigned to the genes included within each SOTA cluster, especially to those showing both an up (clusters 2, 3, and 9) or downregulation (clusters 7, 8, 10, and 11). While for all the clusters the most relevant Cellular Component category was represented by the integral component of membrane, specific particularities were observed in the Biological Process category. In the group of up-regulated SOTA clusters, clusters 2 and 3 were enriched by cell wall modification (*P*-value 0.037) and response to auxin elements (*P-*value 0.0065). In the second group of clusters (with a downregulation of the gene expression across stages) cluster 7 and 8 were enriched in regulation of transcription and transcription DNA-template (*P-*value 0.007).

### Correlation analysis network between texture and DEGs

The Pearson correlation analysis computed between the DEGs and the fruit firmness assessed with both devices identified 1068 relationships considering both positive (0.95–1) and negative (−0.95 to −1) intervals. Out of these, 491 (46%) showed a negative correlation, while 577 (54%) were detected as positive (Supplementary Table 4). 

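Of the 491 genes in the penetrometer list with a negative correlation, 471 were called higher in H4 than in H1 by edgeR and 20 were not called, with a median log2 fold change of 0.58 over those tested. Of the 577 genes with a positive correlation, 543 were called lower in H4 and 34 were not called, with a median log2 fold change of -1.25. No gene of either list was called in the opposite direction, and none reached an unadjusted p-value under 0.05 in it. The setting that moved the positive list most was the requirement of at least 5 CPM in 3 libraries, which left 395 of the 577 genes called lower. The negative list moved most under total-count scaling, which left 413 of the 491 genes called higher. Both lists were selected by the study on these 4 stages, so the calls are not independent of the selection. The correlations in Supplementary Table S4 were computed on counts without scaling, with 1 value per stage: all 491 genes of the negative list have a higher mean count in H4 than in H1, and after TMM scaling 482 of them do, while in the positive list no direction changed.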

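PCP009685, annotated by the paper as ACO, the gene of the last enzyme in ethylene biosynthesis, rose from 0.313 ± 0.274 CPM in H1 (SD, n = 3) to 1.41 ± 0.318 in H2, 2.31 ± 0.426 in H3 and 3.96 ± 1.11 in H4, a log2 fold change from H1 to H4 of 3.58 (standard error 0.52, edgeR, BH-adjusted p = 0.00018). The other gene with this annotation, PCP022491, had between 0 and 2 counts in the libraries of H1 and 7 to 13 in those of H4, which is at least 3.04-fold higher (edgeR, BH-adjusted p = 0.019). Its call was lost without H1 replicate 1 or without H1 replicate 3 (edgeR, BH-adjusted p = 0.061 each; range over all alternatives 0.0045 to 0.061). Of the genes annotated in the auxin pathway, PCP019182 increased from 16.8 ± 1.17 CPM in H1 to 37.5 ± 1.45 in H4 (log2 fold change 1.15, standard error 0.11, edgeR, BH-adjusted p = 5.5e-06). PCP012166 increased from 86.5 ± 5.54 to 154.2 ± 11.1 CPM between H1 and H3 and was at 158.6 ± 5.83 in H4 (log2 fold change from H1 0.87, standard error 0.06, edgeR, BH-adjusted p = 6e-07).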

Amongst the elements negatively correlated with Firmness (thus positively correlated with softening) it is interesting to note the identification of four genes involved in hormone biogenesis and signaling, such as *ACO* (PCP009685 and PCP022491), and two elements involved in the auxin pathway, such as an *auxin-induced protein* (PCP019182) and *IAA-like auxin responsive factor* (PCP012166). In addition to this, in this group of genes two elements involved in the cell wall disassembly (*xyloglucan endotransglucosylase hydrolase protein*, PCP016523, and a *pectate lyase3*, PCP026151) and two transcription factors (*APETALA2*, PCP005843, and *MADS*, PCP007024) were also identified in this group of genes. 

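The xyloglucan endotransglucosylase hydrolase PCP016523 went from 37.2 ± 3.83 CPM in H1 (SD, n = 3) to 45.98 ± 2.71 in H4, a log2 fold change of 0.31 (standard error 0.08, edgeR, BH-adjusted p = 0.012). This call was lost under total-count scaling (edgeR, BH-adjusted p = 0.066) and without H1 replicate 3 or H4 replicate 3 (BH-adjusted p = 0.052 and 0.055; range over all alternatives 0.0038 to 0.066). For the pectate lyase PCP026151 the log2 fold change was 0.48 (standard error 0.07, edgeR, BH-adjusted p = 0.00015), from 135.8 ± 6.71 to 188.9 ± 9.36 CPM. APETALA2 (PCP005843), at 149.5 ± 18.9 CPM in H1 and 186.1 ± 8.03 in H4, changed by 0.32 (standard error 0.08, edgeR, BH-adjusted p = 0.011), and under total-count scaling by 0.23 (BH-adjusted p = 0.062; range over all alternatives 0.00068 to 0.062). The mean of MADS (PCP007024) was higher at each stage, with 11.7 ± 0.812, 16.2 ± 1.90, 20.9 ± 1.63 and 25.4 ± 1.47 CPM from H1 to H4 (log2 fold change 1.12, standard error 0.10, edgeR, BH-adjusted p = 3.9e-06). Of its single steps, H1–H2 was called (edgeR, BH-adjusted p = 0.019), while H2–H3 and H3–H4 were not (BH-adjusted p = 0.056 and 0.061).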

Elements related to the auxin pathway were also observed in the group of genes positively correlated with the fruit firmness, such as *Auxin induced protein* (PCP036703), *Auxin Response Factor* (PCP022634) and an *Auxin efflux carrier* component (*PIN3*, PCP021016). 

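The level of PCP036703 fell from 42.8 ± 4.26 CPM in H1 (SD, n = 3) to 32.9 ± 1.11 in H2, 27.6 ± 1.36 in H3 and 22.4 ± 0.345 in H4, with a log2 fold change from H1 to H4 of -0.94 (standard error 0.08, edgeR, BH-adjusted p = 1.3e-06). The Auxin Response Factor PCP022634 changed less, from 84.5 ± 6.08 to 67.7 ± 6.03 CPM (log2 fold change -0.32, standard error 0.08, edgeR, BH-adjusted p = 0.0097). PIN3 (PCP021016) was at 5.60 ± 0.804 CPM in H1 and 2.24 ± 0.242 in H4, a log2 fold change of -1.32 (standard error 0.23, edgeR, BH-adjusted p = 0.00064). In each of these 3 genes, all H4 libraries lay below all H1 libraries.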

About ethylene, only an *AP2 ethylene response factor* was identified (PCP016390). Together with this latter gene, other four transcription factors were detected, namely *COBRA-like* (PCP011926), *NAC* (PCP007739) and two *squamosa binding proteins* (PCP036084 and PCP011929). Also for this category, two cell wall modifying elements were identified (PCP039813 and PCP023195), but related to *expansin-like* genes. 

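PCP016390 stayed below the count minimum of the test. Its counts were 3 to 11 in the libraries of H1, 4 to 8 in H2, 0 to 7 in H3 and 0 in all 3 libraries of H4, so that its level was at least 3.01-fold lower in H4 than in H1. When genes with low counts were kept in the test, it was called lower in H4 (edgeR, BH-adjusted p = 0.021).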

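COBRA-like (PCP011926) was the most abundant of these genes and fell from 94.5 ± 6.81 CPM in H1 (SD, n = 3) to 59.4 ± 2.53 in H4 (log2 fold change -0.67, standard error 0.06, edgeR, BH-adjusted p = 5.3e-06). NAC (PCP007739) was near the detection limit, with 7 to 31 counts in the libraries of H1 and 4 to 7 in those of H4 (log2 fold change -1.92, standard error 0.55, edgeR, BH-adjusted p = 0.016), and it was no longer called without H1 replicate 2 or without H4 replicate 1 (BH-adjusted p = 0.084 and 0.053; range over all alternatives 0.0046 to 0.084). The squamosa binding protein PCP011929 had a log2 fold change of -0.94 (standard error 0.17, edgeR, BH-adjusted p = 0.00074), from 11.2 ± 1.90 to 5.85 ± 1.10 CPM. For the other one, PCP036084, the H4 libraries held 9, 66 and 74 counts, so that the SD of 3.67 around the H4 mean of 5.14 CPM came from 1 library. Its log2 fold change from H1 to H4 was -1.25 (standard error 0.42, edgeR, BH-adjusted p = 0.035), and 7 of the alternative settings lost the call, among them the default analysis of DESeq2 (BH-adjusted p = 0.057; range over all alternatives 0.0013 to 0.25).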

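The expansin-like gene PCP039813 declined from 3.12 ± 0.760 CPM in H1 (SD, n = 3) to 0.832 ± 0.177 in H4, a log2 fold change of -1.89 (standard error 0.35, edgeR, BH-adjusted p = 0.001). PCP023195 had 11 to 26 counts per library in H1 and 3 to 4 in H4 (log2 fold change -2.54, standard error 0.73, edgeR, BH-adjusted p = 0.017). Without H1 replicate 3 or without H4 replicate 2, the latter was no longer called (edgeR, BH-adjusted p = 0.072 and 0.057; range over all alternatives 0.0047 to 0.072).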

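For the texture analyzer, 93 genes of the list with a negative correlation were called higher in H4 than in H1 and 48 were not called, with a median log2 fold change of 0.49 over the 139 genes tested. In the list with a positive correlation, 203 genes were called lower in H4 and 24 were not called, with a median of -1.04 over 217 genes tested. No call went the other way in either list, and no gene reached an unadjusted p-value under 0.05 in that direction. TMM scaling changed the direction between the means of H1 and H4 for 14 genes of the negative list and for none of the positive one. The lists of both devices share 216 genes. As for the penetrometer, the study selected these genes on the same stages.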

For the analysis of firmness carried out with the texture analyzer, 368 elements were defined in the correlation analysis network (Supplementary Table S4), out of which 141 correlations (38.3%) showed a negative pattern, while 227 (61.7%) a positive relationship. 

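The NAC gene PCP013432 had 3.01 ± 1.05 CPM in H1 (SD, n = 3), 2.11 ± 0.473 in H2, 0.958 ± 0.282 in H3 and 1.22 ± 0.0710 in H4, a log2 fold change from H1 to H4 of -1.29 (standard error 0.33, edgeR, BH-adjusted p = 0.0089). PCP016914, annotated as a pectate lyase, had no count in any library of H4, but its level also alternated within stages. The 3 libraries of H1 held 220, 116 and 0 counts, those of H2 held 42 to 51 and those of H3 held 46, 2 and 2. Its mean was at least 45-fold lower in H4 than in H1 (edgeR, BH-adjusted p = 0.011), a bound that fell to 21-fold without H1 replicate 1, and the H1 library with 0 counts did not differ from those of H4. It was not called with limma-voom and library weights (BH-adjusted p = 0.53; range over all alternatives 0.0002 to 0.53) or with DESeq2 on the 6 libraries of each comparison, with the default or a local fit of the dispersion (BH-adjusted p = 0.059 each), 3 settings chosen after seeing the data.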

Among the negative correlation it is worth noting PCP022491, an *ACO* element involved in the ethylene pathway, while within the class of genes positively correlated with the maximum force is noteworthy the presence of two *NAC* transcription factors (PCP007739 and PCP013432) and two cell wall modifying genes, an *expansin-like* (PCP023195) and a *pectate lyase* (PCP016914).

### Candidate gene-based analysis of the postharvest ripening in pear

The postharvest fruit ripening, phenotypically characterized by ethylene and fruit firmness assessment, was also monitored detecting the expression of twelve candidate genes selected from the list of DEGs. 

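In the RNA-seq libraries of the harvest stages, 10 of the 12 candidate genes were called higher in H4 than in the mean of H1 to H3, both over all genes tested and when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Across the alternatives, this number was between 9 and 11. The means of the volatile genes AAT (PCP024687) and HPL (PCP012365) were higher at each stage, AAT from 28.1 ± 2.31 CPM in H1 (SD, n = 3) to 81.3 ± 0.876, 133.9 ± 21.9 and 558.7 ± 122.8 in H4 and HPL from 5.29 ± 0.688 to 12.8 ± 1.46, 16.7 ± 1.26 and 56.6 ± 6.46. Their log2 fold changes between H4 and the mean of the other stages were 3.05 (standard error 0.11, edgeR, BH-adjusted p = 1e-09) and 2.44 (standard error 0.08, BH-adjusted p = 7.1e-10). All single steps of both genes were called except that of HPL from H2 to H3 (edgeR, BH-adjusted p = 0.092). LOX (PCP002320) was at 2.44 ± 0.952, 2.37 ± 0.860 and 3.18 ± 0.165 CPM in H1 to H3 and at 15.1 ± 5.19 in H4 (log2 fold change 2.51, standard error 0.24, edgeR, BH-adjusted p = 5.1e-06). ADH (PCP031262) had at most 2 counts in each library of H1 and 84 to 151 in those of H4, at least 33.7-fold more. ERF2 (PCP002056) was high in both H2, with 19.6 ± 1.01 CPM, and H4, with 34.9 ± 8.22, and low in H1 (1.54 ± 0.522) and H3 (2.22 ± 0.357), with log2 fold changes of 3.68 from H1 to H2 and -3.13 from H2 to H3 (edgeR, BH-adjusted p = 3.5e-06 and 1.2e-05). ERF1 (PCP015040) was below the count minimum of the test, with 7 to 14 counts in the libraries of H2, at most 4 in those of H1 and H3 and 0 in H4. Its H2 mean was at least 4.48-fold higher than that of H4.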

The expression level of these genes was profiled by RT-qPCR, which also validated the RNA-seq pattern, showing correlation values ranging from 0.97 to 0.99. The elements employed for this investigation belong to three main functional categories. Within these classes, seven genes were involved in ethylene and auxin hormone biosynthesis and signaling (*ACS*, *ACO*, *ERS1*, *ERS2*, *ERF1*, *ERF2*, and *Aux/IAA*), while the remaining were involved in the cell wall dismantling process (*PG*) and volatile biosynthesis (*LOX*, *ADH*, *HPL*, and *AAT*). The expression profile of this gene set enabled a clear distribution of the entire array of samples (including both harvest and postharvest) over a 2D-PCA plot (Fig. 5a). The PC1 (accounting for 72.1% of the total variance of the expression detected for the 12 genes) clearly distinguished the samples collected at harvest (T0) from those of the postharvest stage (T1_ctrl_ and T1 + 5_ctrl_), indistinctively for the four harvesting stages (H1 through H4). In this plot, the role of the second principal component (PC2: 15.5%) effectively distinguished the two postharvest stages, characterizing the T1 (plotted on the positive PC2 quadrants) from T1 + 5 samples (plotted in the negative PC2 quadrants). It is also worth noting that the postharvest samples treated with 1-MCP (T1_1-MCP_ and T1 + 5_1-MCP_) grouped together with the T0 samples for all the four harvesting stages. This positioning was determined by the projection of all the genes towards the PC1, besides *Aux/IAA*, which resulted oppositely oriented (Fig. 5b).

**Fig. 5:**
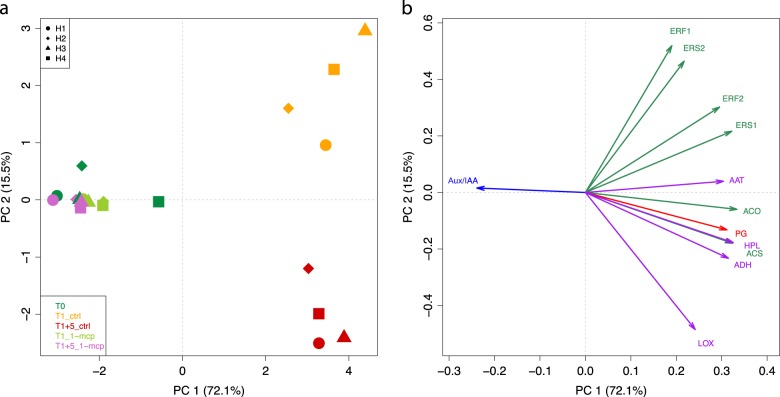
2D-PCA plot of the four samples based on the expression of the 12 candidate genes. In panel **a** is depicted the distribution of the samples representing the entire experimental design (on-tree maturity + postharvest) on a 2D-PCA plot. The stage of the sample was indicated by color, with dark green for harvest (T0), yellow (T1_ctrl_) for 1 month of cold storage in control condition, red (T1 + 5_ctrl_) for 5 days of shelf-life ripening after cold storage in control condition, pale green (T1_1-MCP_) for 1 month of cold storage 1-MCP treated and purple (T1 + 5_1-MCP_) for 5 days of shelf-life ripening after cold storage 1-MCP treated. The four harvesting stages are instead depicted with a different shape, according to the legend reported on the top-left of panel **a**. The orientation of the expression profile of this set of candidate genes was depicted in the loading plot reported in panel **b**. The color of each arrow indicate a specific pathway, such as green: ethylene, red: cell wall metabolism, purple: volatile organic compounds, blue: auxin. ACS: 1-aminocyclopropane-1-carboxylic acid synthase, ACO: 1-aminocyclopropane-1-carboxylic acid oxidase, ERS: ethylene response sensor, ERF: ethylene responsive factor, PG: polygalacturonase, AAT: alcohol acyl transferase, ADH: alcohol dehydrogenase, LOX: lipoxygenase, HPL: hydroperoxyde lyase, Aux/IAA: Auxin/indole-3-acetic acid protein

The transcript accumulation of the genes involved in ethylene, cell wall, and volatile metabolism steadily increased from harvest (T0) to the two postharvest stages (T1 and T1 + 5 days), indistinctively for each harvesting stage (H1–H4) (Supplementary Fig. S10 and S11). Within the group of genes involved in the pathway of ethylene, however, a particular behavior was observed. While the expression of the two genes involved in the biosynthesis of the hormone (*ACS* and *ACO*) increased during the postharvest shelf-life ripening (from T1 to T1 + 5), the other elements, involved in the hormonal perception and signal transduction (*ERS1*, *ERS2*, *ERF1*, and *ERF2*), showed an opposite and decreasing pattern, with an expression profile higher in T1 than in T1 + 5 (Supplementary Fig. S10). A similar behavior was moreover observed for the VOC related genes. *LOX*, *HPL,* and *ADH* showed, in fact, an increased expression from T1_ctrl_ to T1 + 5_ctrl_, while *AAT*, involved in the production of ester, showed a decreasing trend (Supplementary Fig. S11). The expression profile of *PG*, involved in the cell wall metabolism was instead consistent with the transcriptional pattern of the genes involved in the Yang’s cycle (*ACS* and *ACO*), with an increasing expression during the shelf-life postharvest ripening. The expression of the eleven aforementioned genes resulted, moreover, severely repressed by the application of 1-MCP, showing, in some cases, an almost undetectable expression level. In the end, it is worth noting the particular expression profile of *AuxIAA*, a gene involved in the signaling of auxin (Supplementary Fig. S10). Across the four harvest stages, the expression of this gene was completely opposite to what was observed for the other elements investigated here. The exogenous application of 1-MCP induced, moreover, a burst in the expression of this gene in postharvest samples, with T1 + 5_1-MCP_ showing the highest expression value for H1, H2 and H3 and almost an equal value to T0 for H4.

A subset of six genes (*ACS*, *ACO*, *ERS1*, *ERS2, Aux/IAA,* and *PG*) was further employed to investigate the expression profile across the T0 samples (harvest) of the four harvesting stages (H1–H4). The expression profile of this candidate genes subset (Fig. 6), besides validating the expression pattern of the RNA-seq profile, unraveled a transcriptional pattern along the on-tree fruit maturation. 

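In the RNA-seq libraries, the ACO gene of this set (PCP011683) stayed between 10.1 and 12.1 CPM in H1 to H3 and reached 122.0 ± 33.9 in H4 (SD, n = 3), with a log2 fold change between H4 and the mean of the other stages of 3.46 (standard error 0.15, edgeR, BH-adjusted p = 5.7e-09). ERS1 (PCP004450) was at 10.5 ± 0.823, 15.1 ± 1.03 and 15.7 ± 2.74 CPM in H1 to H3 and at 51.4 ± 12.2 in H4 (log2 fold change 1.93, standard error 0.13, edgeR, BH-adjusted p = 2e-07). For ERS2 (PCP026971), with 1.98 to 2.30 CPM in H1 to H3 and 4.79 ± 1.62 in H4, the change was 1.13 (standard error 0.28, edgeR, BH-adjusted p = 0.0072), and without H4 replicate 3 it was 0.97 (BH-adjusted p = 0.053; range over all alternatives 0.0026 to 0.053). Its libraries did not separate completely, as H4 replicate 1 was at 2.92 CPM and H2 replicate 3 at 3.04. The names of ERS1 and ERS2 follow the identifiers of the supplementary table, since the 2 labels appear exchanged between Fig. 6 and Supplementary Fig. S10. ACS (PCP011500) was below the count minimum of the test: it had no count in any library of H1 and H3, 0 to 5 in those of H2 and 5 to 22 in those of H4, so that its H4 mean was at least 4.64-fold above H1. The levels of PG (PCP006771) and Aux/IAA (PCP003908) already changed before H4. PG rose from 1.19 ± 0.856 CPM in H1 to 9.87 ± 1.54 in H2, 85.1 ± 11.9 in H3 and 841.4 ± 62.7 in H4, with log2 fold changes of 2.99, 3.10 and 3.31 at the successive transitions (edgeR, BH-adjusted p = 0.00012, 1.5e-06 and 3.3e-08). Aux/IAA was at 54.2 ± 4.36 and 54.6 ± 3.05 CPM in H1 and H2, 75.2 ± 4.47 in H3 and 99.5 ± 1.12 in H4, with log2 fold changes of 0.46 from H2 to H3 and 0.40 from H3 to H4 (edgeR, BH-adjusted p = 0.0021 and 0.0012). The reference gene of the RT-qPCR (PCP030439) was at 43.6 ± 1.95, 41.0 ± 1.15, 42.0 ± 1.76 and 38.0 ± 2.30 CPM from H1 to H4, with a log2 fold change between H4 and the mean of the other stages of -0.15 (standard error 0.05, edgeR, BH-adjusted p = 0.042), a call that 11 of the alternative settings lost (range over all alternatives 0.0024 to 0.21).

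**Figure D2:**
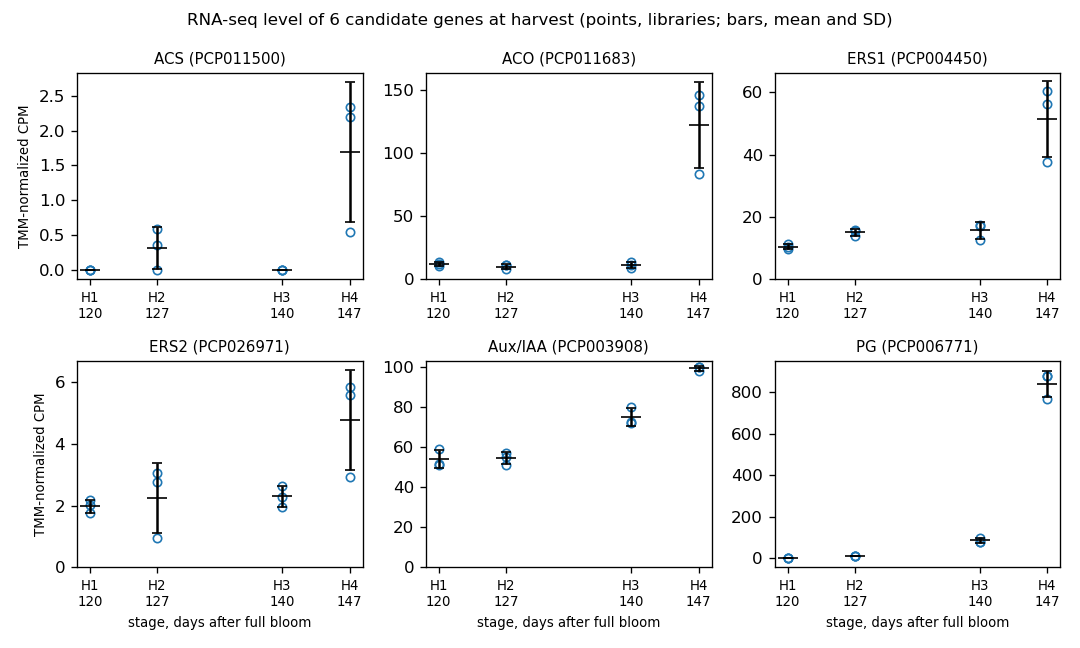
TMM-normalized CPM of the 6 candidate genes in the RNA-seq libraries of each harvesting stage, plotted against days after full bloom on linear axes, with 1 point per library and bars for the mean ± SD (n = 3). ACO and ERS1 are low in H1 to H3 and higher in all H4 libraries, 1 of the H4 libraries of ACS and of ERS2 lies at the level of H2, and PG and Aux/IAA are already higher in H3 (85.1 and 75.2 CPM) than in H1 (1.19 and 54.2 CPM).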

For all these six genes, in fact, while the mRNA accumulation remain at a basal and constant level across the first three stages (H1–H3), a higher expression was observed in H4, which showed thus the highest gene transcript accumulation.

**Fig. 6:**
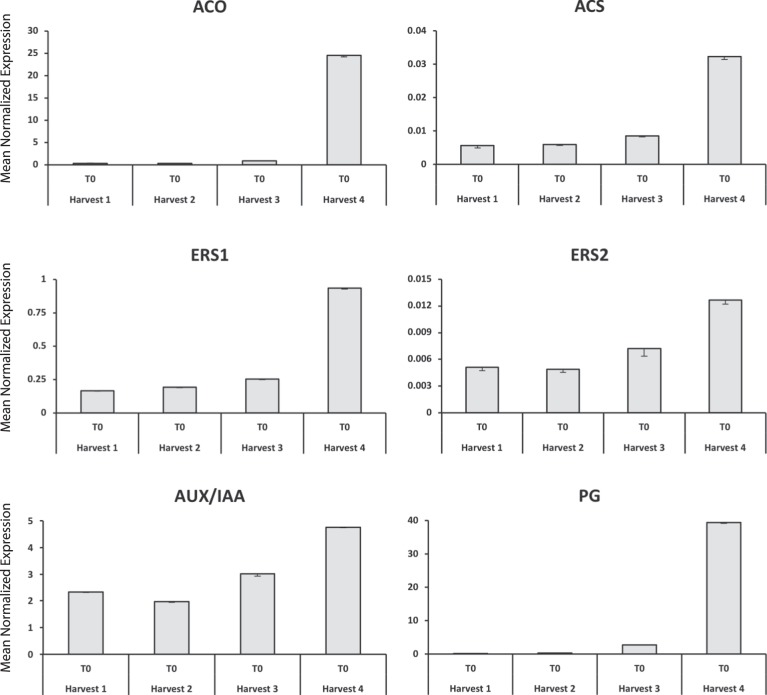
Expression profile of six candidates (*ACS*, *ACO*, *ERS1*, *ERS2*, *Aux/IAA*, and *PG*) across the four T0 samples (harvest). For each gene, the y-axis indicates the mean normalized expression, while the x-axis points to the four samples employed in this study. Bars indicate the standard error

## Discussion

### Ripening progression in pear cv. ‘Abate Fetel’

The progression of the on-tree fruit maturity was non-destructively determined by a DA-meter. The variation in I_AD_ value analytically weighted the change in the physiological maturation of the fruit through the harvesting period of 4 weeks, but it is during the postharvest fruit ripening that the I_AD_ value showed the typical climacteric behavior of pear. It is in fact during the shelf-life ripening (T1 + 5) that an important drop in I_AD_ was observed, in coincidence with the burst of ethylene. The ethylene-dependent regulation of the postharvest fruit ripening was moreover validated by the exogenous application of the ethylene competitor 1-MCP. Similarly to what has been observed in apple^14^, the ethylene competitor treatment delayed considerably the fruit ripening process, maintaining the I_AD_ value closer to harvest (H0). Consistent with other climacteric species^4,15–20^, the production of ethylene directly influenced the regulation of physiological pathways controlling important fruit quality features, such as the dismantling of the cell wall structure (enabling fruit softening) and the production of aromatic volatile organic compounds. The most significant reduction in fruit firmness was observed in the last stage of the time course, with the T1 + 5_ctrl_ sample showing the lowest value in fruit firmness. It is in fact known that firmness degradation, in climacteric fruit, is mainly coordinated by ethylene^3,21^, as demonstrated in this survey through the application of 1-MCP. The interference with ethylene determined, in fact, an evident reduction in loss of fruit firmness, indistinctively by the four harvesting stages. About the assessment of fruit firmness operated in the two areas of the fruit with the Texture Analyzer, it is also interesting to note the two different correlation behaviors with firmness. The result suggests the presence of a cell wall dismantling gradient within the fruit, which should be taken into consideration and further exploited for a better characterization of the fruit firmness in pear fruit.

Together with ethylene, other important volatiles were assessed with the PTR-ToF-MS instrument, such as the aromatic VOCs. The aromatic blend typical of pear, and mostly represented by esters and alcohols, were in fact correlated with the production of ethylene. The main modification of the volatilome was indeed detected in the T1 + 5 stage, following an ethylene-dependent trend, since the treatment with 1-MCP completely turned down the emission of VOCs. Treated fruit, in fact, did not show any particular differences with regards to the sample at harvest. Interestingly, we observed that the maturity stage played a role in the production of aromatic compounds in fully ripe fruit. The fruit at T1 + 5_ctrl_ and collected at H1 (first harvesting date) showed the highest concentration of ester compounds identified with the masses m/z 75.042 (i.e., methyl acetate), 89.059 (i.e., ethyl acetate), 117.091 (i.e., isobutyl acetate), 131.018 (i.e., isoamyl acetate) and 145.123 (i.e., ethyl hexanoate).

Despite the climacteric behavior observed for these two quality features, the soluble solids showed a contrasting accumulation pattern. The application of 1-MCP, in fact, did not affect the accumulation of sugars, which resulted an ethylene-independent trait, as already described in other works^22,23^.

### RNA-sequencing highlights a transcription dynamic following the on-tree fruit maturation

The whole-transcriptomic survey carried out in this work generated a total number of 45217 unigenes that analyzed across the four harvesting stages allowed the identification of 8939 genes differentially expressed. The number of DEGs across the several pair-wise comparisons changed according to the distance among stages, with the smallest number observed between H1 and H2 (1393) and the highest between H1 and H4 (6498). The increased number of DEGs towards the end of the experimental design was furthermore determined by the transcriptional pattern observed for H4 with regards to the samples collected in the other three stages (Fig. 3). Although the hierarchical clustering illustrated a continuous change in the transcription dynamics throughout the on-tree fruit maturation, the most important change was observed in H4. The transition between H3 and H4 can be ascribed as the most relevant, affecting, therefore, the subsequent postharvest performance of the fruit. The expression profiles of the DEGs represented in the hierarchical clustering were further grouped into 11 SOTA clusters, of which three (2, 3, and 9) were represented by elements whose expression increased towards the H4 stage. The annotation of DEGs revealed as these clusters were particularly represented by genes known to play a crucial role in triggering the climacteric ripening such as *ACO* (PCP022491, cl-3; PCP009685, cl-9) *ACS* (PCP011500, cl-2; PCP013122, cl-2), *AP2/ERF* (PCP027843, cl-2; PCP014930, cl-9) and *auxin induced protein* (PCP011951, cl-9^3,4,21^). 

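Of the genes in cluster 2, the ACS gene PCP013122 had no count in the libraries of H1, at most 3 in those of H2, 7 to 10 in H3 and 42 to 57 in H4, which is at least 13.5-fold above H1 (edgeR, BH-adjusted p = 7.2e-05). The AP2/ERF gene PCP027843 had at most 2 counts in any library of H1 to H3 and 17 to 24 in those of H4, at least 6.01-fold above H1 (edgeR, BH-adjusted p = 0.0016). Both rest on fewer than 60 counts per library. In H3, PCP013122 was at least 2.50-fold above H1 (edgeR, BH-adjusted p = 0.0081), while PCP027843 stayed at or under the floor of 3 counts until H4.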

From the total of 8939 differentially expressed genes, 6578 showed a positive match with the UniProt-TrEMBL database. Out of this set, 69% (corresponding to 4556 elements) were functionally assigned at least to one of the following three gene ontology categories: Cellular Components (22%), Biological Process (18%) and Molecular Functions (28%). The analysis of the GO term was specifically focused on seven SOTA clusters, including genes showing both an up (cluster 2, 3, and 9) or down (cluster 7, 8, 10 and 11) regulation. All these clusters were distinguished by a high representation of integral component of membrane in the Cellular Component category, while the other two categories showed a more distinct assignment. In the group of clusters containing genes up-regulated throughout the on-tree fruit maturation, cluster 2 showed most of the elements functionally annotated in the Biological Process category, such as cell wall modification and response to auxin as well as pectin esterase activity for the Molecular Function. The identification of a *pectin esterase* (PCP011895) in cluster 2, whose expression increased throughout the progression of the fruit maturity, is consistent with the physiological role of this element in the disassembly of the pectin network^24^. 

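No read of PCP011895 was counted in the 9 libraries of H1, H2 and H3, while the libraries of H4 held 50 to 116 counts, or 8.39 ± 3.11 CPM (SD, n = 3). Relative to the level that 3 counts would give, the H4 mean was at least 24.2-fold above H3 and at least 23.0-fold above H1 (edgeR, BH-adjusted p = 0.00019 for H1 against H4). A change within the first 3 stages was not detectable at this depth.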

The expression of this gene is moreover consistent with the discovery of two *auxin responsive proteins* genes (PCP012330 and PCP029646). 

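PCP012330 had at most 2 counts per library in H1 and H2, 7 to 14 in H3 and 39 to 52 in H4, with 1.08 ± 0.529 CPM in H3 (SD, n = 3) and 4.98 ± 0.682 in H4. Its H4 mean was at least 13.7-fold above H1 (edgeR, BH-adjusted p = 7e-05). PCP029646 was too low to enter the test, with at most 2 counts in each library of H1 to H3 and 7 to 9 in those of H4, at least 2.30-fold above H1. With low counts kept in the test it was called higher in H4 (edgeR, BH-adjusted p = 0.031).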

The other two clusters (3 and 9) composed by elements over-expressed from H1 to H4, resulted particularly characterized by GO term assigned to internal components of membrane. Cluster 3, moreover, showed the presence of genes important for the fruit maturity, such as *ACO* (PCP022491), *auxin-induced protein* (PCP022563), and *endo-1,3-beta glucosidase*. 

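The counts of PCP022563 were low throughout, with 3 to 7 per library in H1, 4 to 9 in H2, 0 to 4 in H3 and 16 to 24 in H4. Its log2 fold change from H1 to H4 was 1.84 (standard error 0.57, edgeR, BH-adjusted p = 0.024), and leaving out H1 replicate 1, H1 replicate 3, H4 replicate 2 or H4 replicate 3 removed the call (BH-adjusted p between 0.059 and 0.084; range over all alternatives 0.0061 to 0.084).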

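Of the genes in cluster 9 annotated as ERF, PCP011831 was at 2.08 ± 0.485 CPM in H1 (SD, n = 3), 0.966 ± 0.344 in H2, 2.29 ± 0.441 in H3 and 5.54 ± 0.544 in H4 (log2 fold change from H1 to H4 1.40, standard error 0.26, edgeR, BH-adjusted p = 0.0012). PCP014930 rose from 0.516 ± 0.251 CPM in H1 to 2.55 ± 0.188 in H4 (log2 fold change 2.27, standard error 0.37, edgeR, BH-adjusted p = 0.00044). The auxin-induced protein PCP011951 was carried by 1 library in each of the later stages, with 118, 3 and 4 counts in the libraries of H3 and 11, 5 and 113 in those of H4, against 1 to 3 in H1. It was not called between H1 and H4 (edgeR, BH-adjusted p = 0.095), while it was called without H3 replicate 1 (BH-adjusted p = 0.031; range over all alternatives 0.021 to 0.58).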

The co-identification of genes involved in both hormonal signals was also observed in cluster 9, with the annotation of *ACO* (PCP009685), *ERF* (PCP011831, PCP014930), and *auxin-induced protein* (PCP011951).

The transcriptional association between auxin and ethylene-related genes was also observed in the correlation analysis carried out between the set of DEGs and the assessment of fruit firmness. Within the group of genes negatively correlated with fruit firmness (thus positively involved in the softening process) were in fact identified *ACO*, *auxin-induced protein* and *ARF* elements. The correlation analysis shed light also on genes specifically involved in the control of the softening process, such as *xyloglucan endotransglucosylase* and *pectate lyase*, known to be involved in the cell wall dismantling process of several fruit species^14,25,26^. Another cell-wall related gene was identified also in the group of DEGs positively correlated with the pattern of firmness (therefore negatively associated to softening) and identified as an *expansin* gene. This gene is known to play a myriad of roles during the entire plant physiology, especially on the remodeling of the cell wall architecture^27^. In the end, it is worth noting the identification of a series of transcription factors, such as *APETALA2*, *MADS*, *NAC,* and *COBRA-like*. However, while the first two regulatory elements are known to play important role in the control of ripening, with relevant consequence on the fruit firmness^28,29^, the involvement of the other categories of transcription factors is not fully elucidated yet. In tomato, the over-expression of *SlNAC1* induced a diminished accumulation of ethylene proper of the system 2 and an anticipated softening compared to wild-type fruit^30^. *COBRA-like* genes were instead correlated with the reduction of the fruit softening process. Cao et al.^31^ reported, in fact, that a *SlCOBRA-like* gene was involved in the assembling of the cell wall in fruit of tomato, and *COBRA-*overexpressing line showed a higher amount of cellulose and a reduced solubilization of pectine compared to the wild-type.

### Transcriptional signature of the postharvest ripening of pear by candidate gene approach

At the end of cold storage, the fruit of ‘Abate Fetel’ collected from the four harvesting stages completed the ripening process, contrarily to what was previously observed by Hansen^32^ and Nham et al.^13^. These authors, in fact, reported that fruit of ‘Bartlett’ and ‘d’Anjou’ pear cultivars presented a different capacity of ripening dependent to the maturity stage. However, while the maturity investigated by Nham et al.^13^ spanned from 100 to 120 DAFB, this study was more shifted towards the commercial harvesting. The time course we analyzed started, in fact, at 120 DAFB and continued until 147 DAFB, following the real harvesting carried out in a medium-size type of orchard. The progression of the postharvest ripening was characterized, in this study, through the expression of twelve candidate genes involved in three main physiological pathways: hormone (ethylene and auxin), cell wall metabolism and aromatic volatiles. The overall PCA of the transcriptional pattern of this set of candidate genes efficiently distinguished the samples into three main groups, according to the climacteric ripening behavior. The PC1 clearly differentiate the samples producing ethylene (T1_ctrl_ and T1 + 5 _ctrl_) from those with an impaired ripening (T1_1-MCP_ and T1 + 5_1-MCP_) (Fig. 5a), together with the samples harvested in a pre-climacteric phase (T0). The subsequent implementation of the PC2 further distinguished the T1 from the T1 + 5, which are characterized by a different hormonal production. The distribution of the samples over the 2D-PCA plot is determined by the loading of each single gene (Fig. 5b). The T1 + 5_ctrl_ samples are in fact projected according to the orientation of *ACS* and *ACO* genes, key elements in the biosynthesis of ethylene. The detailed inspection of the expression pattern of the genes related to the ethylene metabolism highlighted two specific transcriptional patterns (Supplementary Fig. S10 and Fig. S11). The first trend is shared by the two genes involved in the production of ethylene (*ACS* and *ACO*), whose expression was consistent with the accumulation profile of this phyto-hormone. The second transcriptional pattern was instead observed in the group of genes involved in the perception and signaling cascade (*ERSs* and *ERFs*). The mRNA accumulation of these elements was in fact higher in T1 than T1 + 5. This negative relationship with the ethylene accumulation profile was already observed in other fruit crops, such as banana^33^ and apple^34^, confirming, especially for the latter species, the results observed and discussed here. The pattern of these genes could also be justified by the fact that *ERFs* are stimulated at the end of the ethylene cascade, triggered by *ERSs*, which are, moreover, negative regulator of the ethylene signaling^35^. The ethylene-dependent regulation of important fruit quality characteristics, such as fruit firmness and aroma, was furthermore confirmed by this candidate-gene based survey. The *PG* gene here investigated, which represents the major category of cell wall modifying enzymes devoted to disassembly the cell wall-middle lamella structure^24^, showed a pattern consistent with *ACS* and *ACO*, thus more expressed in T1 + 5 sample. Similarly to this, also three genes involved in the aroma production (*LOX, ADH*, and *HPL*) showed a higher expression profile coincident with the ethylene burst. The ethylene-dependent regulation of these genes (together with the phenotype they control) was finally confirmed with 1-MCP, since the exogenous application of the ethylene competitor turned down completely their expression level.

To this end, it is moreover interesting to note the opposite behavior of the gene *Aux/IAA* related to the auxin pathway. The expression of this gene was in fact stimulated by the application of 1-MCP, and in the PCA loading plot it resulted contrarily projected with regards to the rest of genes (Supplementary Fig. S10 and Fig. 5b). In a normal ripening physiology, auxin is known to retard ripening, and in ‘Bartlett’ pear it has been demonstrated that ripening was stimulated by the breakdown of this hormone^36,37^, as well as in other fruit species, such as tomato, grape, and strawberry^38,39^. In this latter species, however, it has also been shown that a *pectin esterase-*like gene was stimulated by the presence of auxin^40^. The interplay between auxin and ethylene was also observed in apple^14^, where it was proposed that the reactivation of the auxin pathway occurred as a physiological response contrasting the block of ethylene perception during the climacteric phase, as a tentative to restore the normal ripening physiology. This theory is supported by the recent findings emphasizing the involvement of auxin in promoting the ripening process in other climacteric species. In the mesocarp of peach fruit, in fact, an increased content of both auxin and ethylene was reported by other authors^41,42^, and *Aux/IAA* and *IAA3* genes were induced during the ripening of tomato^43^. Lately, an auxin-responsive factor (*ARF2*) identified in tomato was specifically expressed during ripening, and transgenic line of tomato over-expressing this gene showed an accelerated fruit ripening^44^. These findings, in the end, are fully consistent with the results obtained in this study on the transcriptional profile of *Aux/IAA* in pear, which suggests the role of auxin in the initiation and control of the climacteric ripening in pear. The presence of auxin seems thus essential to stimulate the initiation of the climacteric ripening, which progression is thereafter allowed by the hormonal breakdown. The triggering role of auxin in the climacteric ripening is furthermore confirmed by the up-regulation of the *Aux/IAA* gene following the treatment with 1-MCP. The remove of ethylene during the climacteric phase induced a de-repression of this gene, in order to restore a normal ripening physiology. Although additional evidences about the involvement of auxin in the triggering of the climacteric ripening are compelling, these transcriptional data suggest the existence of such hormonal cross-talk also in pear, similarly to what has been recently reported for apple^14,45,46^.

### Candidate gene-based transcriptomic characterization of the on-tree fruit maturation

Amongst the set of candidate genes employed in this work, six genes resulted to be particularly interesting to distinguish the four harvesting stages (Fig. 6), therefore useful to investigate the progression of the on-tree fruit maturation. Five out of the six genes were involved in hormone regulation, such as *ACS*, *ACO*, *ERS1*, *ERS2* for ethylene and *Aux/IAA* for auxin. The last one, *PG*, was instead involved in the cell wall metabolism. Indistinctively to the physiological pathway they belong, these genes resulted uniformly over-expressed at the end of the postharvest ripening observation (Supplementary Fig. S10 and Fig. S11). However, when their expression profile was analyzed among the four harvesting stages (from H1 through H4), a distinct up-regulation was observed at the end of the on-tree fruit maturity observation (H4), while during the first three harvesting times (H1–H3) a more stable transcriptomic pattern was observed. The increased expression in H4 suggested that fruit at this stage are more advanced in their physiological ripening. The higher expression detected in H4, consistent with the RNA-seq analysis, suggested that fruit collected at this stage would probably have a shorter postharvest life and a lower postharvest performance.

The global analysis presented here shed lights on a transcriptional kinetics through the four harvesting stages, evidencing important regulation occurring in the fruit during the maturation process. The role of ethylene in the ripening control of pear was also dissected by the exogenous application of 1-MCP, supporting the theory of an existing hormonal cross-talk between ethylene and auxin. The genes identified and described here might represent moreover a useful toolbox to transcriptionally monitor the on-tree fruit maturation as well as to characterize the postharvest fruit ripening, important to improve the fruit quality in pear.

## Material and methods

### Fruit material and experimental design

Pear fruit of cv. ‘Abate Fetel’ were harvested from trees grown at the experimental orchard of the Department of Agricultural Science of the University of Bologna. Fruit were collected at four harvesting dates (H1 at 120 DAFB, days after the full bloom; H2, 127 DAFB; H3, 140 DAFB, and H4, 147 DAFB; following the harvesting ongoing in a commercial orchard). From each harvesting stage, about 1000 pears were randomly collected from 30 trees. The ripening of each fruit was assessed through the determination of the I_AD_ (index of absorbance of chlorophyll) using a DA-meter, a portable non-destructive device based on vis/NIR spectroscopy (TR, Forlì, Italy). From each stage, 100 homogeneous fruit were selected on the base of the mode of the I_AD_ distribution and used for further analysis.

In order to elucidate the role of ethylene in controlling the postharvest ripening of pear, fruit at harvest were divided in two batches, the first was used as control (ctrl), while the second was treated with 1-methylcyclopropene (1-MCP). The overnight treatment with 1-MCP was carried out with SmartFresh^®^ (0.14% active ingredient), according to the manufacturer’s instructions (AgroFresh), reaching a final concentration of 0.7 µl L^−1^. Fruit were exposed to 1-MCP for 24 h at 20 °C and subsequently placed in cold storage at 0.5 °C with 95% of relative humidity. Both treated and non-treated batches were stored with identical conditions. For each harvesting, fruit were furthermore divided in three groups, the first one (T0) was assessed right after harvest, while the other two were cold stored for a month (0.5 °C at room atmosphere) and further assessed after one (T1) and five (T1 + 5) days of shelf-life at room temperature (20 °C), respectively.

### Physical and chemical analysis of the quality of pear fruit

For each sample/harvesting, the quality of ten homogeneous fruit was characterized analyzing four main properties, such as fruit texture, ethylene concentration, VOC (volatile organic compound) production and the concentration of soluble solids. Fruit texture was assessed with the use of two devices. The first one was represented by a manual digital penetrometer (TR, Forlì, Italy), while the second was a sophisticated TAXT*plus* texture analyzer (StableMicrosystem, Godalming, UK), already employed to assess the fruit texture in apple^47,48^. The fruit firmness assessed through the penetrometer (expressed in kg cm^−2^) was carried out on whole fruit, taking two measurements/fruit at opposite sides on the radial part of the pear. For the analysis of the fruit firmness operated with the Texture Analyzer, the radial part was isolated from the fruit and measurements were taken in two areas, external (close to the measurement of the penetrometer) and internal (closer to the seed cavity), as illustrated in Supplementary Fig. S12. The concentration of ethylene in both control and 1-MCP treated fruit, was non-destructively carried out on 4 pears/harvesting stage with a Varian 3300 gas-chromatograph, equipped with a Poropak column QS 80/100 at 80 °C and a FID detector at 150 °C.

VOC fingerprinting was instead assessed with a proton transfer reaction–time of flight–mass spectrometer (PTR-ToF-MS 8000 apparatus; Ionicon Analytik GmbH, Innsbruck, Austria^49^). For this analysis, four replicates of 1 g of powdered frozen tissue of fruit flesh, stored at −80° prior the analysis, was transferred into a 20 ml glass vial with a PTFE/silicon septa (Agilent, Santa Clara, CA, USA) and mixed with a 1 ml of deionized water, 400 mg of sodium chloride, 5 mg of both ascorbic and citric acid, and then stored at 4 °C until analysis^49^. The array of masses detected with the PTR-ToF-MS was reduced by applying noise and correlation coefficient thresholds, removing peaks not significantly different from blank samples and having isotopes of monoisotopic masses^50,51^. Compound annotation was carried out comparing the spectral profile with fragmentation data of reference standards. Absolute headspace VOC concentrations expressed in ppbv(parts per billion by volume) were calculated from peak intensities^51^.

The content of soluble solid (°Brix value) was finally determined with a standard refractometer, which measured the refractive index.

### RNA extraction and quantification

Total RNA was extracted from frozen portion of cortex (peeled flesh tissue) using the Spectra Plant Total RNA Kit (Sigma-Aldrich, MO, USA), following the protocol provided by the manufacturer. Concentration and purity of the isolated RNA was further assessed with a Nanodrop 8000 Spectrophotometer (ThermoFisher Scientific, MA, USA), while the RNA integrity was analyzed with the Tapestation 2200 (Agilent Technologies, CA, USA). Only samples with a RIN ≥ 8 were used for RNA-seq analysis.

### Library preparation and RNA-sequencing

The large-scale transcriptome analysis was carried out through RNA-seq approach. To this end, single-end libraries were prepared with the NEB Next Ultra II kit (BioLabs inc., New England, following the instruction provided by the manufacturer) for each T0 samples collected from the four harvest stages (H1, H2, H3, and H4), and considering three biological replicates per sample. The transcript population for each sample was sequenced with an Illumina NextSeq 500 (read length of 75 bp) at the Functional Genomic Lab (http://ddlab.sci.univr.it/FunctionalGenomics/) of the University of Verona (Italy). RNA-seq data are available at the GEO database (Accession number: GSE113517).

### Data analysis and gene annotation

Sequencing reads were analyzed with the cyber infrastructure CyVerse^52^, implementing into the Discovery Environment the New Tuxedo protocol.

Quality check of raw sequence, adapter and read trimming (based on a default value of 20) were operated with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), Scythe (https://pods.iplantcollaborative.org/wiki/display/TUT/Scythe-0.991+using+DE) and Sickle (https://github.com/najoshi/sickle) software, respectively. The New Tuxedo protocol was composed by three main steps. The software HISAT2 (http://ccb.jhu.edu/software/hisat2/index.shtml) was initially used to align the reads on the *Pyrus communis* reference genome^53,54^. StringTie (http://ccb.jhu.edu/software/stringtie; employed with standard parameters) was further implemented to assemble and quantitate RNA-seq reads into transcripts. In the end, the R package DESeq2, with default parameters^55^, was used to identify the differentially expressed genes (DEGs) across the four harvesting stages. The number of DEGs was established through an adjusted P value (FDR) < 0.05. Since functional annotation of *Pyrus communis* available at the GDR database is dated to 2013, we decide to exploit the UniProt-TrEMBL database to take the advantage of a more updated source of information. Functional annotation of DEGs were performed by a protein sequence similarity searching (using ncbi-blast software ver 2.7.0) against the “plants” taxonomic division of UniProt-TrEMBL database, a subsection of the database holding only sequences from “viridiplantae” taxon^56^. Once aligned, results were filtered using a python script developed in house (available at https://github.com/cestaroa/tab_blast_parser). Only alignments with a level of sequence identity greater than 50% covering at least the 80% of query length sequence and with an e-value lower than 10E−6 were retained. From these results, Gene Ontology terms^57^ were obtained from the UniProt-TrEMBL annotations. Gene enrichment analysis for Gene Ontology terms was carried out with the R package topGO, implementing the Fisher’s exact test.

The Venn diagrams were generated with the web-based tool InteractiVenn^58^. SOTA (Self Organizing Tree Algorithm) clustering was computed with the R package *clvalid*^59^, while the hierarchical clustering heatmap with a complete method was created with the use of heatmap3 R package.

The correlation between the fruit firmness values, calculated with both the penetrometer and the TAXT*plus*, was calculated with the Cytoscape plugin Expression Correlation Matrix^60^, which computed a Pearson correlation relationships among entities.

### RealTime qPCR

For RT-qPCR, 2 µg of total RNA was reversibly transcribed with the SuperScript VILO cDNA Synthesis kit (Invitrogen). Real Time qPCR was performed with the ViiA7 PCR system (ThermoFisher Scientific) with the following thermal profile: 95 °C 1 m, 40 cycles of 95 °C 1 m, 60 °C 20 s and 95 °C 15 s, with the final step of 60 °C 1 m and 95 °C per 15 s. Twelve genes were retrieved from the set of DEGs detected within the RNA-seq and investigated. Six genes were related to ethylene (*ACS*, *ACO*, *ERS1*, *ERS2*, *ERF1*, and *ERF2*), one was involved in cell wall metabolism (*PG*), while the rest of the elements were involved in auxin (*Aux/IAA*) and production of VOCs (*AAT*, *HPL*, *ADH* and *LOX*) (Supplementary Tab. S5). Relative gene expression was represented as a mean of normalized expression. In order to represent the relative gene expression the mean normalized expression was calculated. The average of three threshold cycle (CT) values independently calculated was computed to obtain the normalized expression value for each sample with the Qgene software^61^.

## Supplementary information

Supplementary Info

# Supplementary material for: Wide transcriptional investigation unravel novel insights of the on-tree maturation and postharvest ripening of ‘Abate Fetel’ pear fruit
**Source:** Hortic Res. 2019 Mar 1;6:32. doi: 10.1038/s41438-018-0115-1
**Supplement:** Supplementary file 1 — Supplementary Info

Supplementary Fig. S1

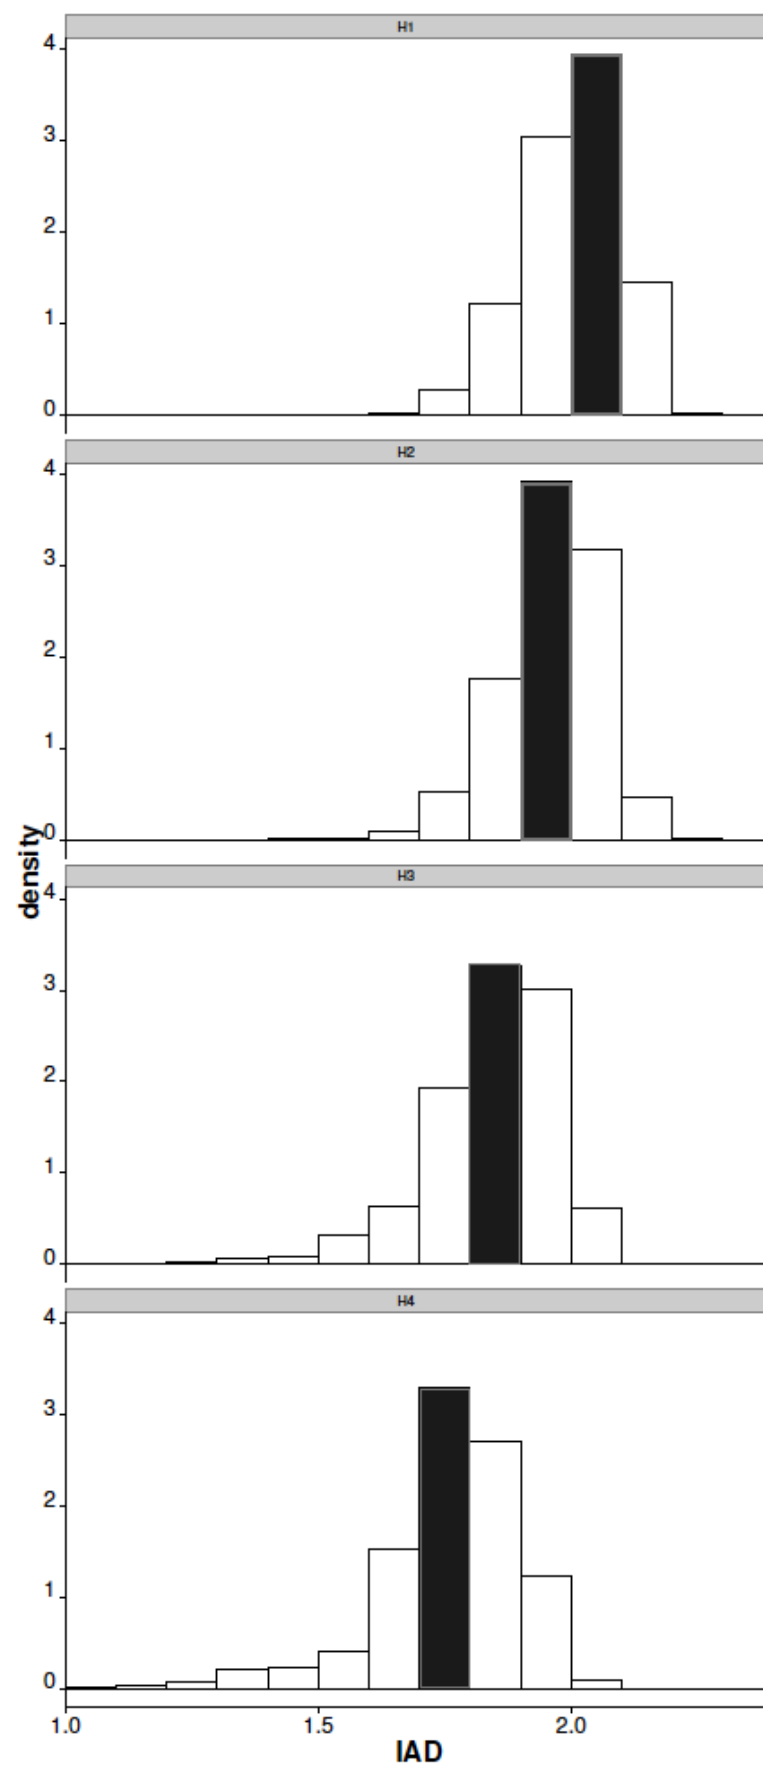

Supplementary Fig. S2

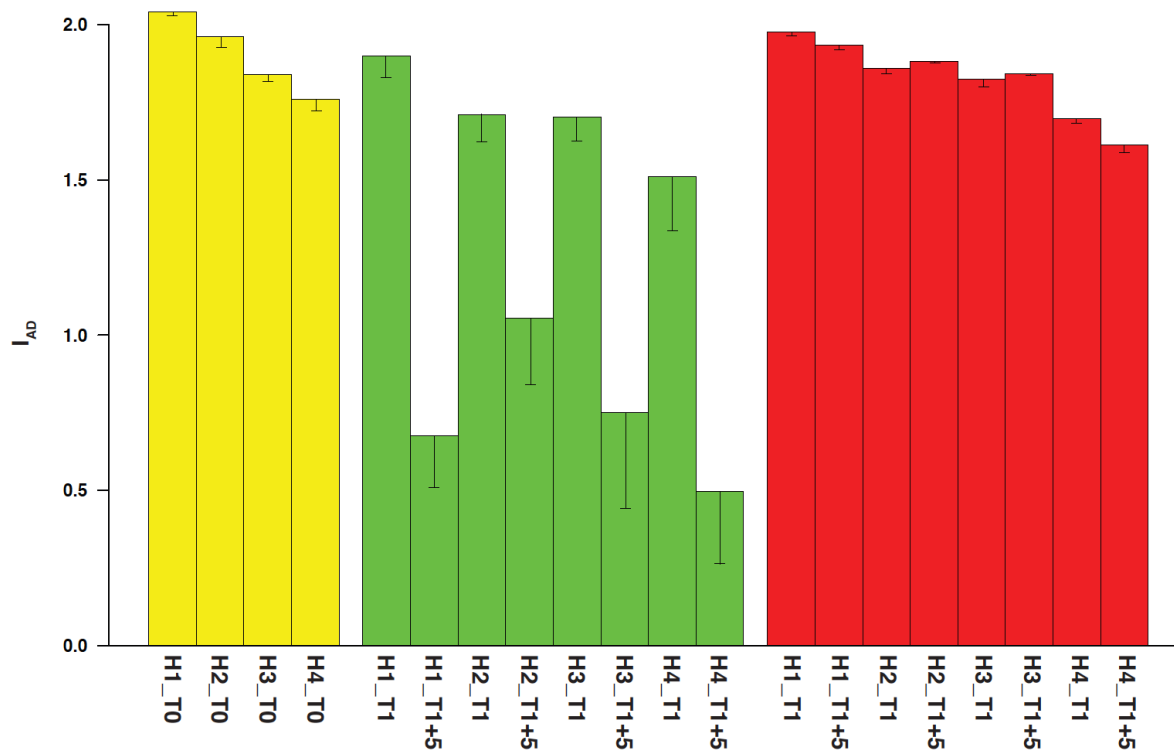

Supplementary Fig. S3

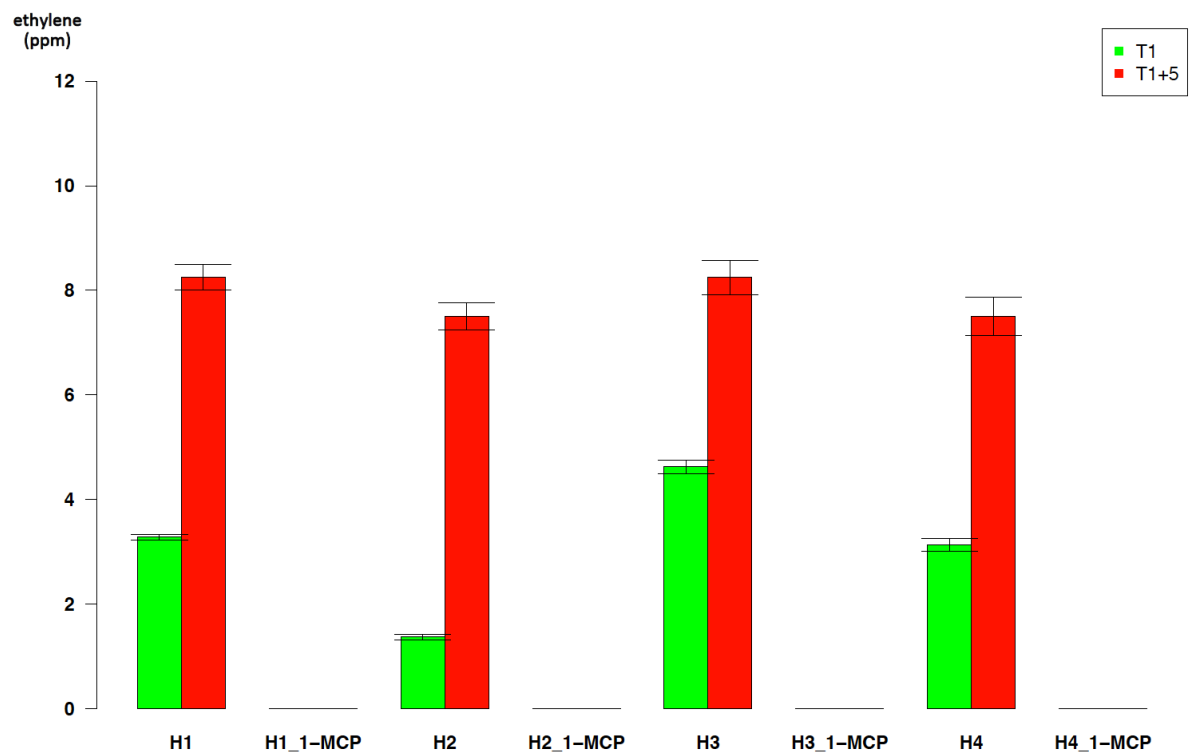

Supplementary Fig. S4

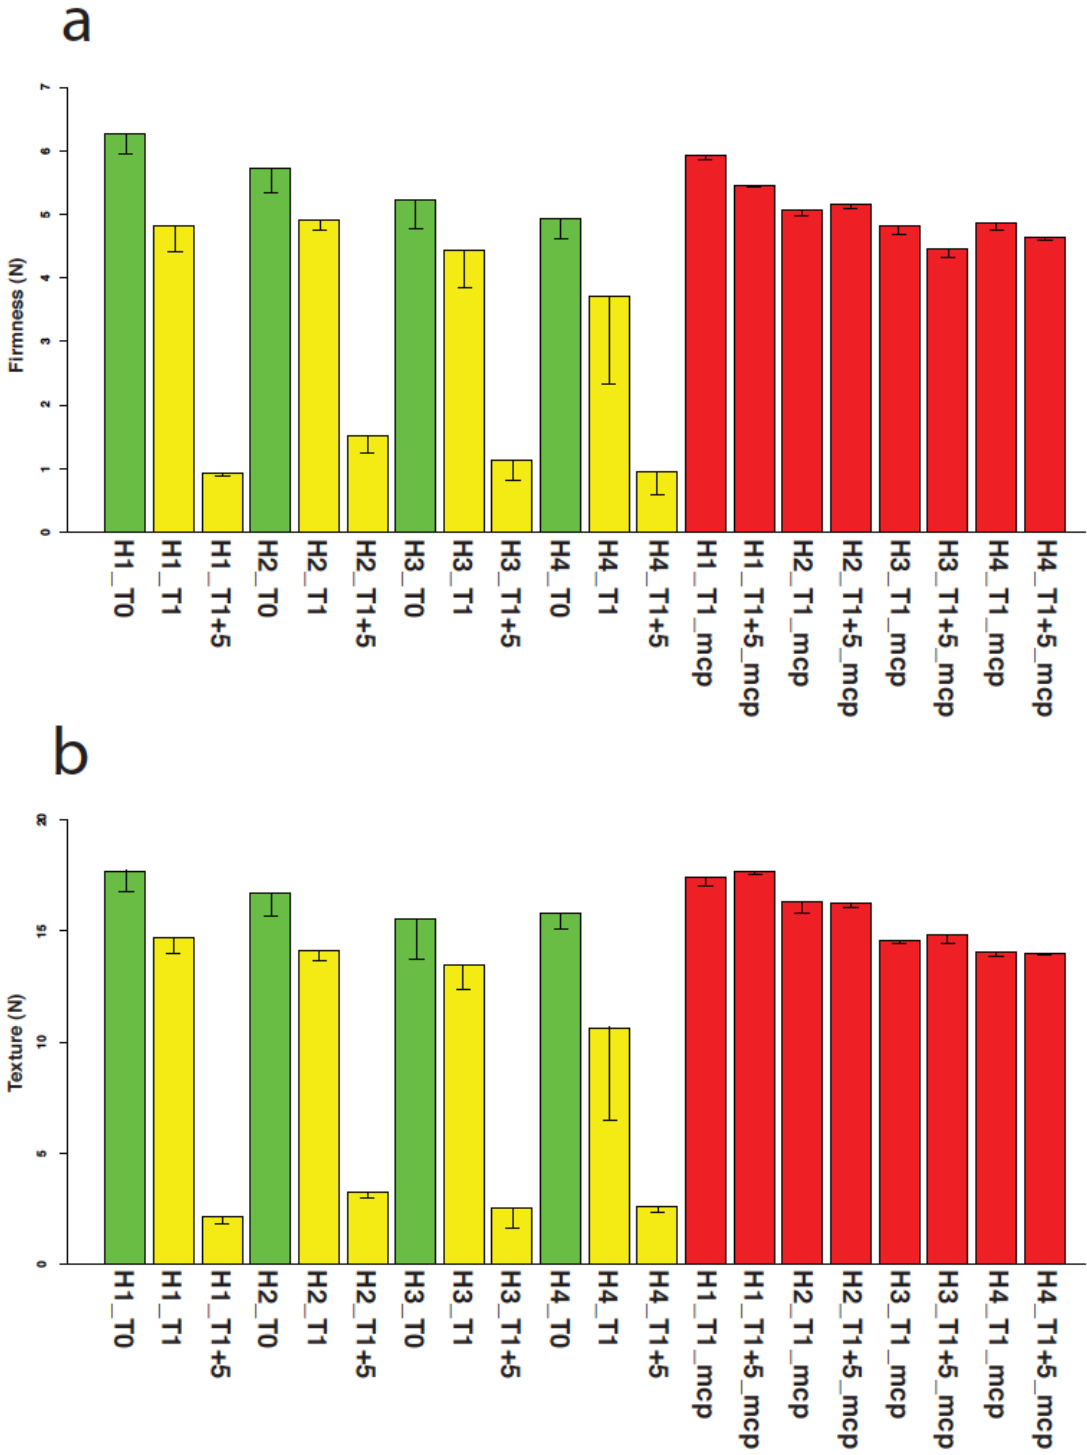

Supplementary Fig. S5

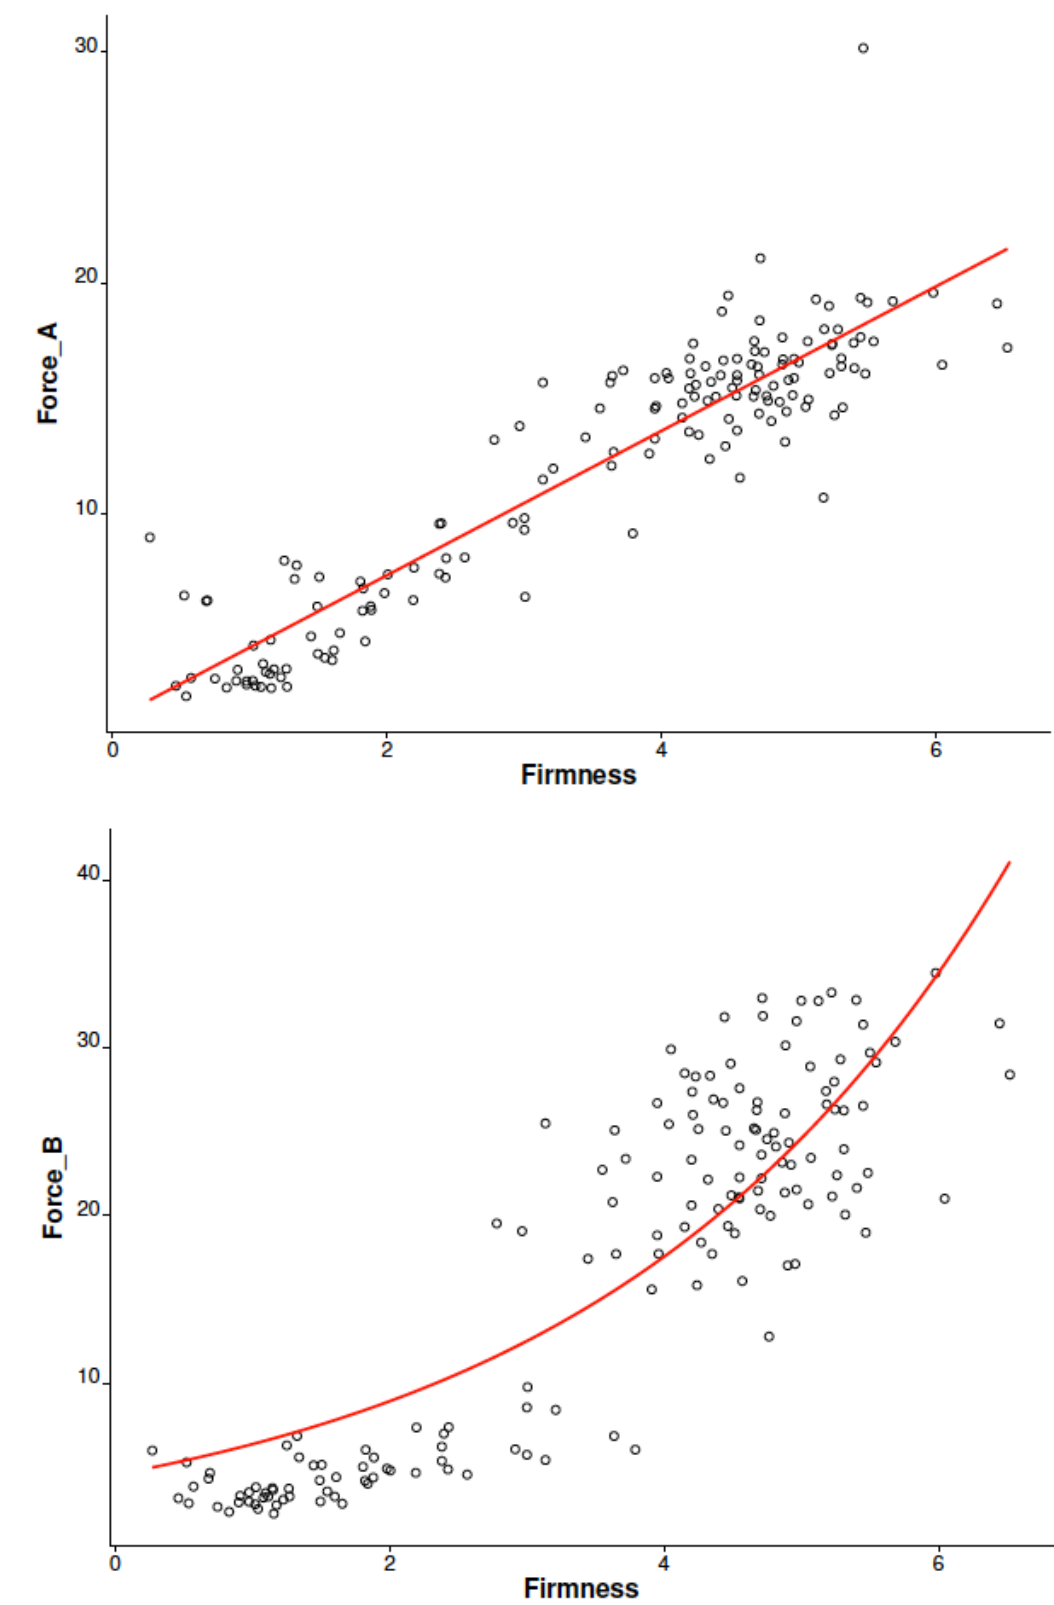

Supplementary Fig. S6

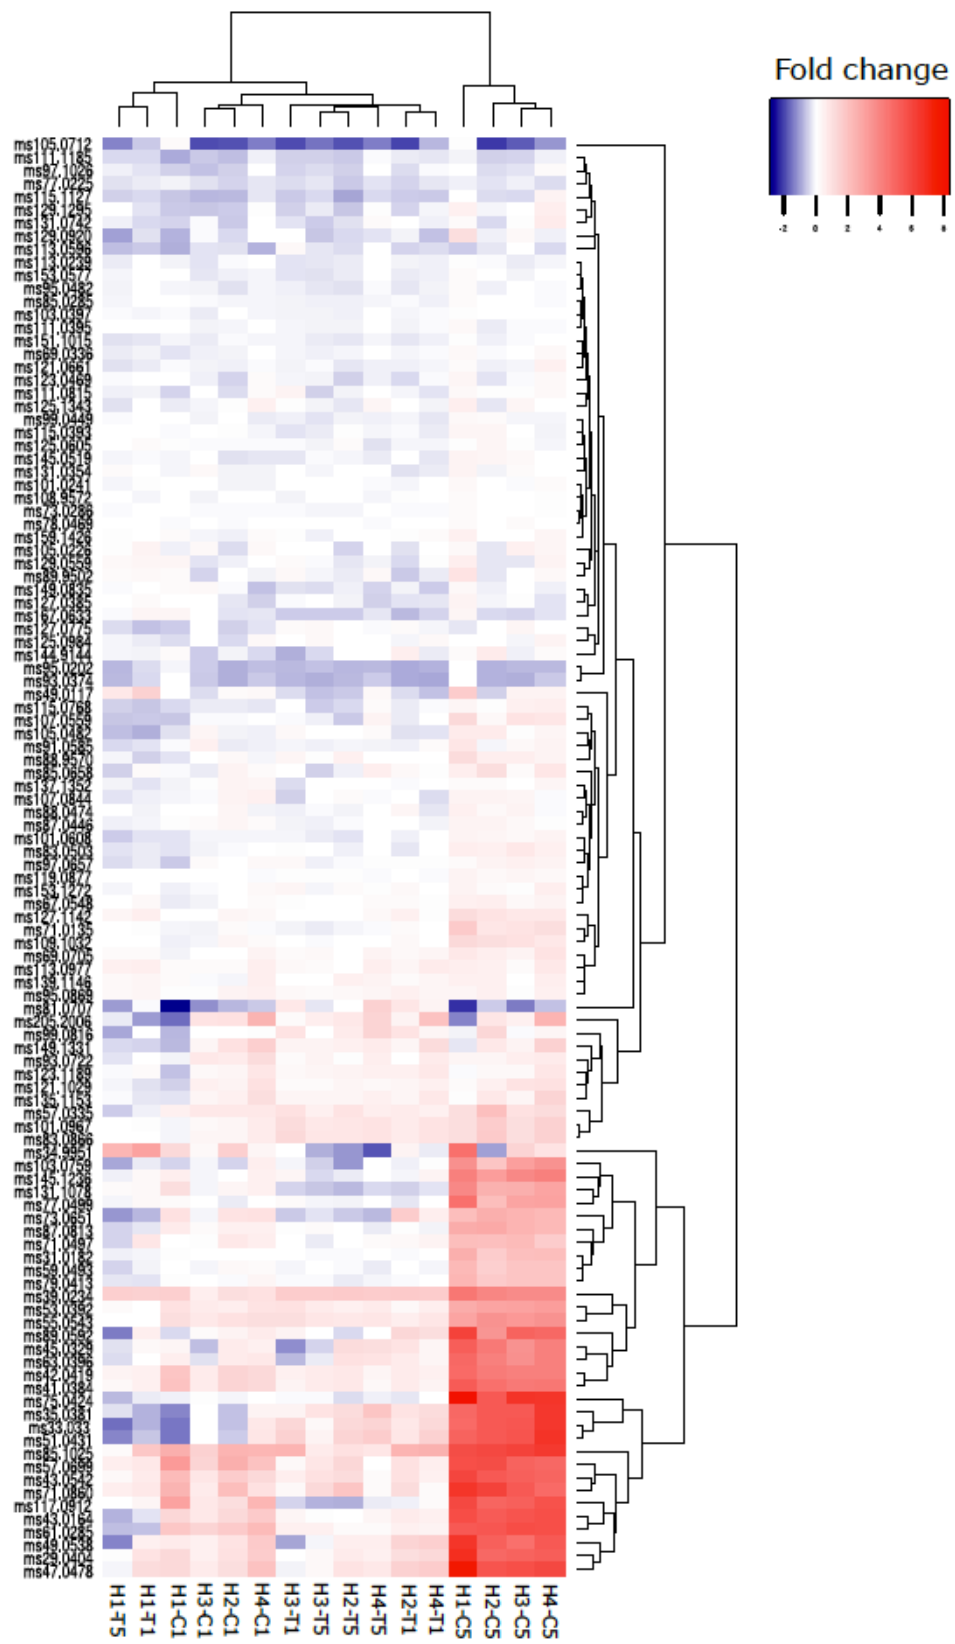

Supplementary Fig. S7

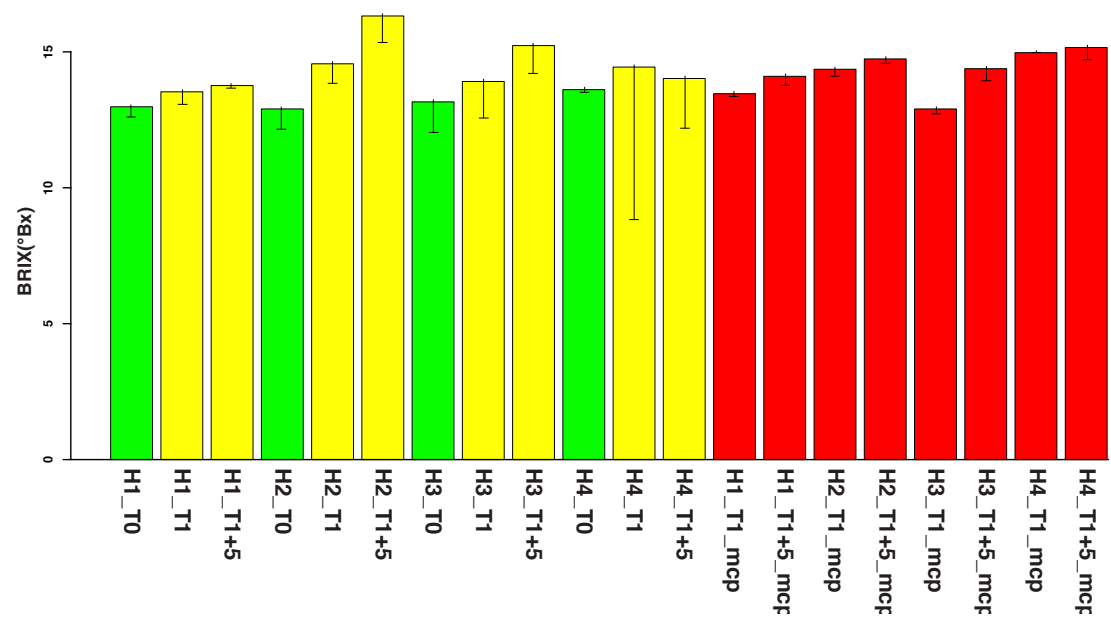

Supplementary Fig. S8

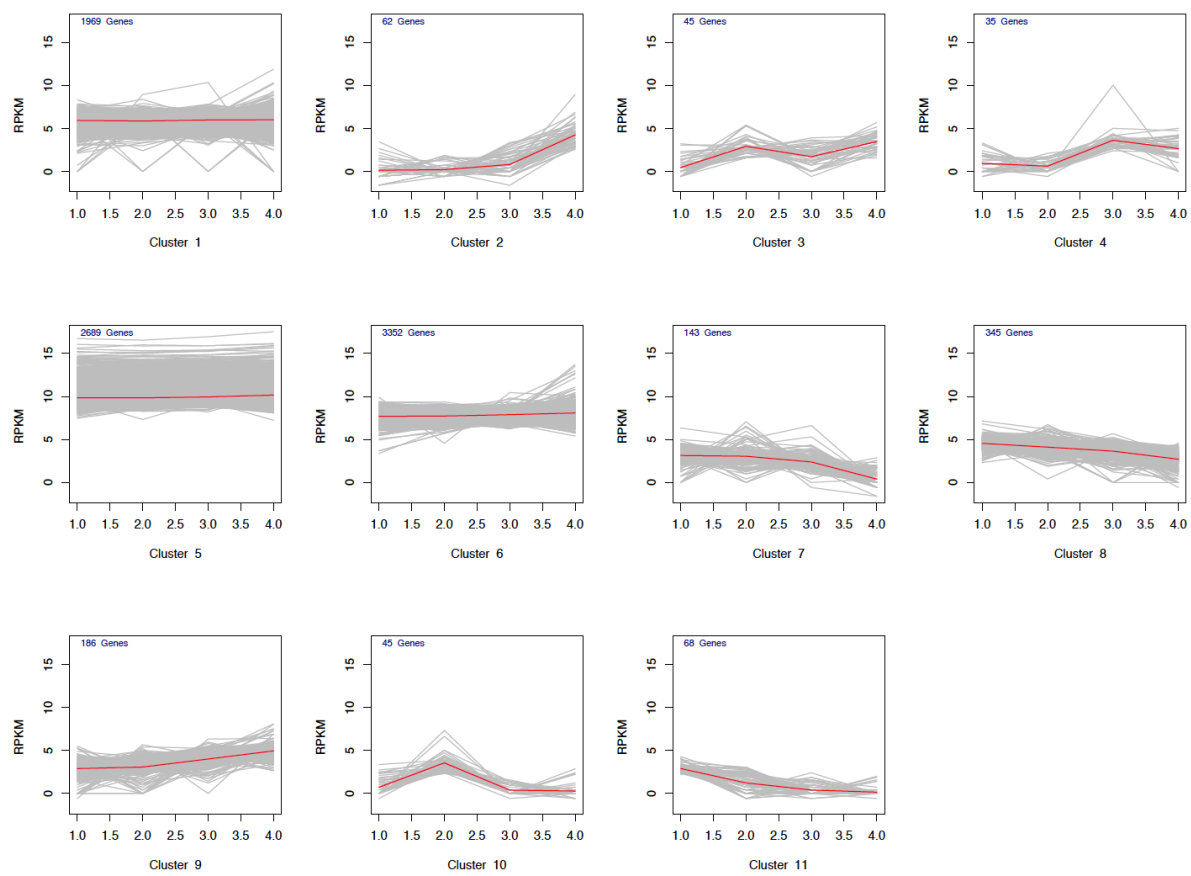

Supplementary Fig. S9

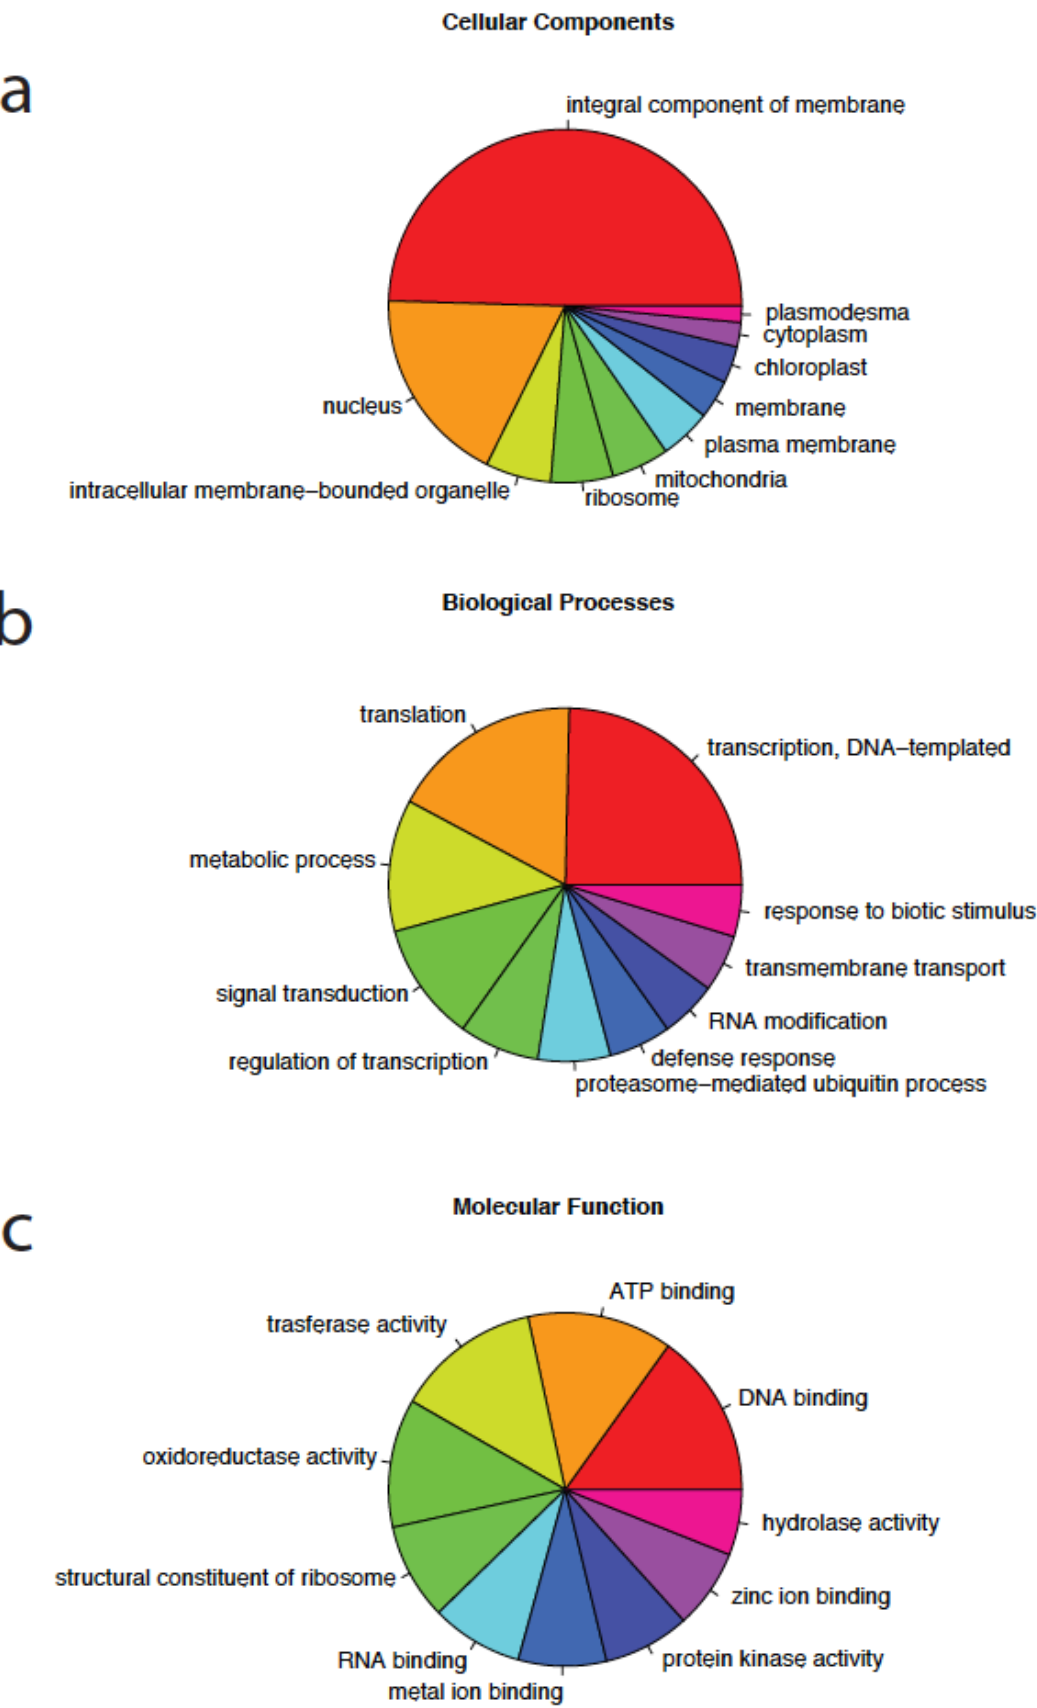

Supplementary Fig. S10

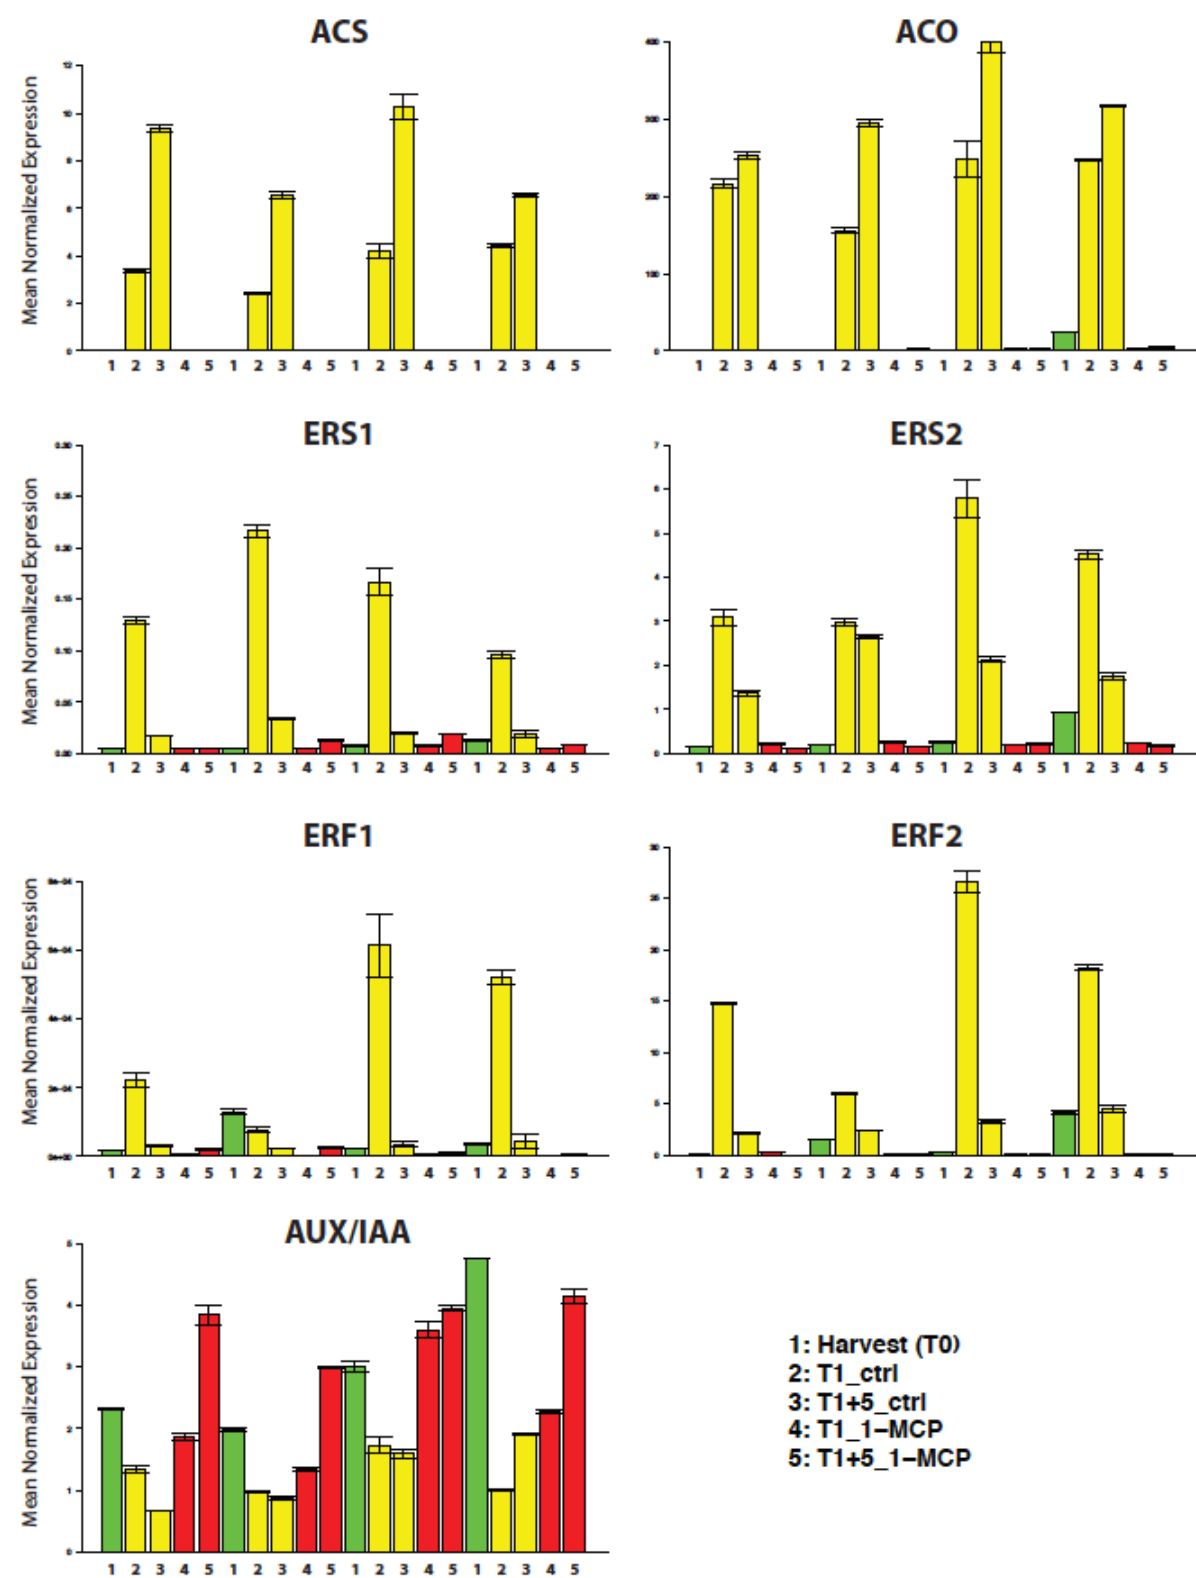

Supplementary Fig. S11

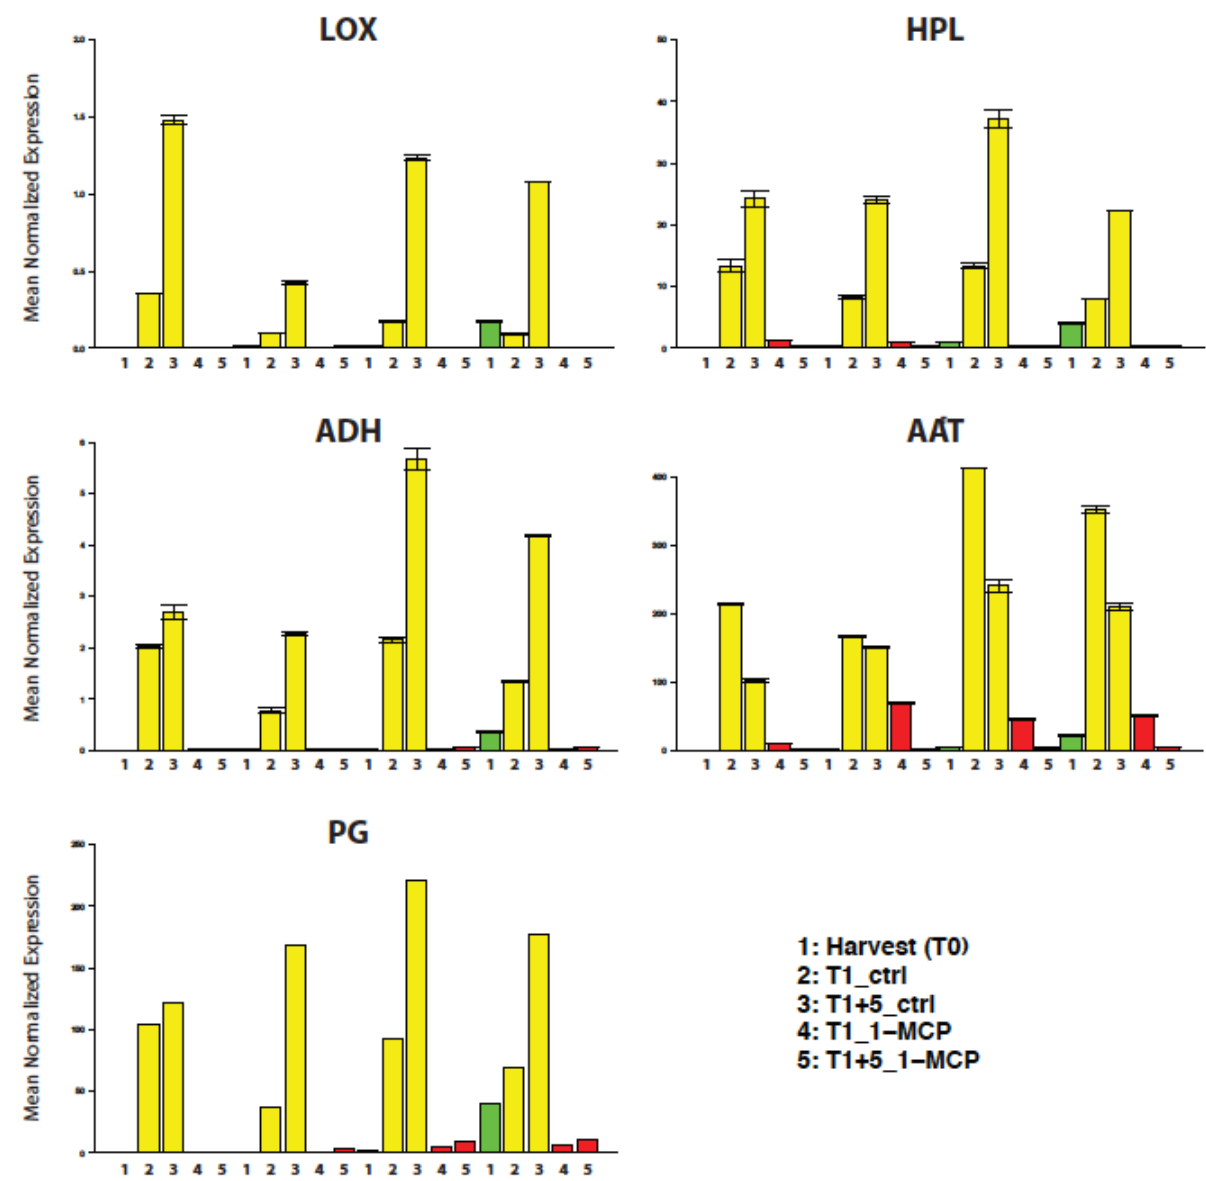

Supplementary Fig. S12

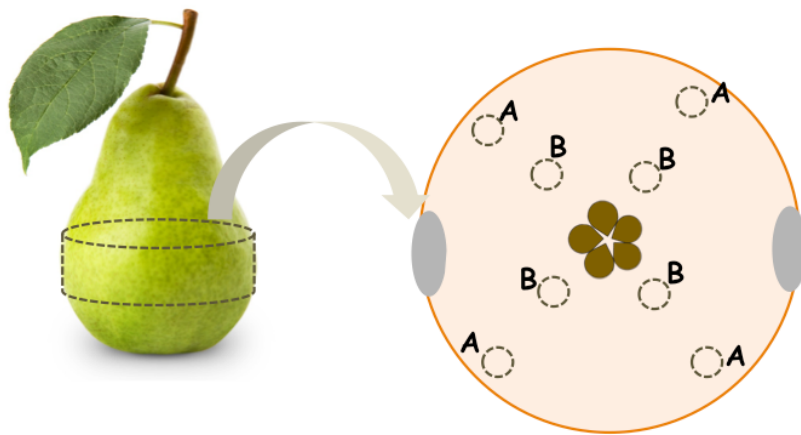

Supplementary Table S1

Supplementary Table S2

Cluster 1

Cluster\_2

Cluster\_3

Cluster 4

Cluster\_5

Cluster\_6

Cluster 7

### Cluster 8

Cluster\_9

*Cluster 10*

### Cluster 11

#### Average

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

How the deposited data were processed for this re-analysis (not part of the article)

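RNA from peeled flesh of pear fruit at 4 harvesting stages, with 3 biological replicates each, was measured in 12 single-end RNA-seq libraries. The stages H1 to H4 were taken from the sample labels, which give harvest weeks 1 to 4, and the days after full bloom (120, 127, 140 and 147) from the paper. The authors trimmed reads of 76 bp with Scythe and Sickle, aligned them with HISAT2 to the Pyrus communis genome and quantified them with StringTie under standard parameters, and then used DESeq2 with default parameters. The versions of HISAT2, StringTie and DESeq2, the name of the genome build and the step that turned the StringTie output into counts are not stated in the text of the paper. According to the labels the libraries do not keep the strand, so that overlapping and antisense genes cannot be separated, and genes with near-identical copies share reads. The library kit, the sequencer and the read length in the labels are other ones than those in the methods of the paper.

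The deposited values are raw counts per gene and library, which the authors did not normalize before depositing them. The name of the table speaks of FPKM, but all values are whole numbers, and the 4 stage columns equal the mean of the 3 libraries in all 45217 genes. They were read as counts for this reason. The plan had assumed FPKM values with a test on log2 values and foresaw edgeR for counts. The filter of 1 FPKM in at least 3 libraries therefore became 1 CPM in at least 3 libraries, the stricter one became 5 CPM, and the pseudocount of 1 was added to the CPM in the principal component analysis and in the clusters. None of the per-library columns was left out.

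Library totals were 7778587, 9201671 and 7856011 counts in H1, 8198223, 7776419 and 8418520 in H2, 8176929, 9419007 and 8422284 in H3 and 9587843, 10675582 and 9851054 in H4. In each library the most abundant gene held 1.08 to 2.00% of the counts and the 10 most abundant genes 5.24 to 6.67%. A level of 3 counts was treated as a floor. Where all libraries of a stage were at or under it, a fold change is given as a lower bound computed against 3 counts.

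Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, quasi-likelihood test with abundance trend, all 12 libraries in one model with one term per stage), with DESeq2 1.42.0 and limma 3.58.1 for alternatives. Tables, the principal component analysis, the exact permutation tests and the figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The quasi-likelihood test gives no standard error. Those printed with edgeR are the size of the log2 fold change divided by the square root of the F statistic, and they are approximate. P-values were adjusted with the Benjamini-Hochberg method within each comparison, with a threshold of 0.05. The 6 pairwise comparisons between stages were tested, as was H4 against the mean of H1 to H3 for the candidate genes. The clusters and the lists of genes correlated with firmness were taken from the supplementary tables of the paper. The genes named are those with an identifier in the main text of the paper, the 12 candidate genes and the reference gene of its supplementary table, and the 2 genes with the largest rise and the 2 with the largest fall at H3–H4 on the scale of log2(CPM + 1) among DEGs whose libraries separate completely and whose mean is at least 1 CPM. The latter 4 were at first ranked by the fitted fold change, which this rule does not use, and the ranking was corrected after the results were seen, which replaced the 2 genes with the largest rise. Gene names are those given by the paper. This rule and the planned settings and alternatives were set before the data were examined. The use of edgeR and CPM followed from reading the values as counts, and some alternatives, named below, were chosen after seeing the data.

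The tests named next were first run on simulated data for 23155 genes, of which 200 changed 2-fold. The simulation used the means and library sizes of the real libraries, with the same dispersion for every gene. The changed genes were drawn only from genes above a minimum mean count. The shares found therefore do not cover genes with few counts or genes that vary more between replicates. DESeq2 on the 6 libraries of a comparison, its local fit and edgeR without abundance trend were not simulated. With edgeR, 96.0% of the changed genes were found with 9 false calls, with DESeq2 96.0% and 23 false calls, with edgeR on 6 libraries 96.0% and 7, with limma-voom 95.5% and 12, and with the replicate number as a block 96.0% and 8. The median estimated log2 fold change of the changed genes was 0.97 to 0.98. The limit for false calls was first set at 20 and was raised to 30 after DESeq2 gave 23.

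The alternatives were no filter on low counts, a filter of at least 5 CPM in 3 libraries, total-count and median-ratio scaling, the replicate number as a block, DESeq2 with default parameters, only the 6 libraries of a comparison, adjustment over the 6 comparisons together, each library left out in turn, and, for the principal components and clusters, a pseudocount of 0.1, quantile normalization, other sets of genes, genes centred only, the median over the genes of a cluster and harvest weeks in place of days. Alternatives chosen after seeing the data were edgeR without abundance trend, limma-voom with library weights, DESeq2 on the 6 libraries of each comparison, the same with a local fit of the dispersion, and principal components and cluster slopes from counts without scaling. Enrichment of gene ontology terms was left out because the annotation of the genes was not at hand, and the measurements of firmness, volatiles and gene expression during storage were left out because the counts cover the harvest stages alone.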

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

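The tests in this part were chosen only after the result was seen. Among the genes called in at least 1 comparison, 1817 are outside Supplementary Table S2, so they are a signal outside the genes that the paper reports as differentially expressed, although its test covered all genes. Their changes were smaller than those of the called genes in the table: the median size of the log2 fold change was 0.43, against 0.62, 284 of them (15.6%) changed more than 2-fold, and their median mean count was 89.2, against 232.2. Of these genes, 1184 were called between H1 and H4. The number outside the table was 1329 without a filter on low counts, 1453 with at least 5 CPM in 3 libraries, 2472 with total-count scaling and 1075 with the default analysis of DESeq2, which called 863 of the 1817 genes (47.5%). Without H4 replicate 3 it was 962 and without H4 replicate 2 it was 1036, while without H1 replicate 2 it was 2167.

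The deeper H4 libraries are not the whole cause, since 1262 of the 1817 genes were still called after all libraries had been thinned to 7776419 counts. The choice of the test and of the libraries that enter it is a candidate explanation for their absence from the table: DESeq2 run on the 6 libraries of each comparison, a setting chosen after seeing the data, called 0 of the 1817 genes, although by the same test 1461 of them had an unadjusted p-value under 0.05 in at least 1 comparison. Whether these genes change with maturation stays open, as each stage was harvested on 1 date. No separate test for a single deviating library was run on these genes, beyond the fits that left out one library.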

How the results depend on the processing

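The 30 summary results (numbers of DEGs, of unique DEGs and of list and candidate genes called, the share of PC1, the PC1 score of H4, the PC2 score of H1 and the slopes of the clusters) had 645 values under alternatives, those that left out one library included. Of these values, 600 kept their direction and their side of the threshold or stayed within the limit for a change, and 21 results did so under every alternative run for them. Among these 21 are the numbers of DEGs at H3–H4 (3284 to 5613), H1–H3 (1866 to 3113), H1–H4 (6495 to 8510) and H2–H4 (5121 to 7559) and the number called in any comparison (8312 to 11159). The other values comprised 24 that moved, 20 that no longer passed the threshold and 1 that reversed.

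With only the 6 libraries of each comparison in the model, H1–H2 had 970 DEGs in place of 1645, and 352 in place of 656 were unique to it. DESeq2 on the 6 libraries of each comparison, chosen after seeing the data, gave 987 and 283. Adjusting over the 6 comparisons together gave 1900 DEGs at H2–H3 in place of 1236, with 985 genes unique to H1–H2 and 656 unique to H2–H3 in place of 360. The cause was not tested in these cases. The share of PC1 was 53.0% in place of 69.7% with all genes tested, most of which were not selected for differences between stages.

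Across the 12 fits that each left out one library, the DEGs of H1–H2 ranged from 957 (without H2 replicate 3) to 1598, those of H2–H3 from 696 (without H2 replicate 3) to 1493, those unique to H1–H2 from 380 to 730 and those unique to H2–H3 from 180 to 461. The values that were over 1.5 times lower than with all libraries came from fits that left out a library of H2 for H1–H2 (957, 985 and 1074) and a library of H2 or H3 for H2–H3 (696 to 823), which have fewer libraries in the comparison.

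Among the slopes, cluster 1 slope was -0.0030 with a pseudocount of 0.1 (adjusted p = 0.053, exact permutation), and from counts without scaling, an alternative chosen after seeing the data, it was 0.0040 and thus reversed (adjusted p = 0.14, exact permutation; range over all alternatives 0.0099 to 0.14). The cause of the former was not tested, and the latter carries the deeper H4 libraries by construction. With total-count scaling, cluster 3 slope was 0.0209, cluster 5 slope 0.0005 and cluster 6 slope 0.0010, and with quantile normalization cluster 5 slope was 0.0005, none of them past the threshold. The cause was not tested. Leaving out one library gave a cluster 1 slope from -0.0027 to -0.0018 and a cluster 3 slope from 0.0192 to 0.0246, with the call lost in 9 of the 12 fits for cluster 1 and in 6 for cluster 3.

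PCP029646, PCP016390, PCP011500 and PCP015040 stayed below the count minimum of the test and are not counted here. For the 42 named genes that entered the test, 903 of 950 values kept their direction and their side of the threshold. Of the other values, 44 lost the call (15 with all libraries, 29 with one left out) and 3 gained it, with none reversed. For 29 genes, all values kept their direction and side. The genes with the most lost calls were PCP030439 with 11 and PCP036084 and PCP042625 with 7 each. The genes with fewer than about 30 counts per library are limited by the depth, and their levels near the floor give lower bounds only.

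Whether the replicate numbers of the labels pair the libraries was checked over 13758 genes. Of the 18 pairs of libraries with the same number in different stages, 9 had a correlation of their deviations from the stage means over 0.1 (range -0.10 to 0.33, median 0.10, against a median of -0.03 for other numbers). Over all stages the pairs did not all pass this limit, but for H3–H4 all 3 did (0.144 to 0.286). With the replicate number as a block, 1521, 2545, 7846, 1133, 6351 and 4558 DEGs were called for H1–H2, H1–H3, H1–H4, H2–H3, H2–H4 and H3–H4, and 9774 genes in any comparison. None of these counts differs by over 1.5 times from that without the block. Among the named genes, the block changed the call of PCP030439 alone, which no longer passed the threshold. Of the 4 splits of the H3 and H4 libraries that part all 3 pairs, the real one gave 4660 DEGs and the others at most 3. Pseudocounts and quantile normalization have no counterpart in the test on counts and were run for the principal components and the clusters alone, and the moderation without trend and the library weights planned for log2 values were replaced by their closest counterparts for counts.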

Differences from the paper's values

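The counts of the 12 libraries summed to 105.4 M (M for 1000000), while the paper gives 214.93 M sequences as used for the alignment. No alternative set before the data were examined bears on this sum, and none closed the gap.

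Among the 6 comparisons, the paper gives the fewest DEGs for H1–H2. Here H2–H3 had fewer, with 1236 against 1645. With only the 6 libraries of each comparison, an alternative set before the data were examined, H1–H2 had the fewest, with 970 against 1353. DESeq2 on the 6 libraries of each comparison gave 987 and 1488, and with a local fit of the dispersion 1387 and 1488. The latter setting also gave 2157 DEGs for H1–H3, 6496 for H1–H4, 6003 for H2–H4, 4452 for H3–H4 and 8929 in any comparison, all of them in Supplementary Table S2, which lists 8939, with 469, 455 and 3228 genes unique to H1–H2, H2–H3 and H3–H4. Both DESeq2 settings on 6 libraries were chosen after seeing the values.

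The paper gives 66.7% of the variance for PC1 of the stage means. Here it was 69.7%, and from the counts without scaling, the scale of the values in Supplementary Table S2, it was 66.6%. This setting was chosen after seeing the values.

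The paper assigns cluster 10 to the genes with decreasing expression. Its mean was highest in H2, at 1.30, and its slope over the stages was -0.0199 (adjusted p = 0.18, exact permutation). It places cluster 3 among those with increasing expression, where the mean fell from 0.95 in H2 to 0.50 in H3 before it rose to 1.15 in H4.

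The paper describes 6 candidate genes at harvest, measured by RT-qPCR, as constant from H1 to H3 with an increase at H4. In the counts, PG rose at each transition, with 1.19, 9.87 and 85.1 CPM in H1 to H3, and Aux/IAA rose from 54.6 in H2 to 75.2 in H3. The paper places PCP011951 in cluster 9, which it describes as increasing. It was not called here between H1 and H4 (edgeR, BH-adjusted p = 0.095), while without H3 replicate 1 (BH-adjusted p = 0.031) and with DESeq2 on the 6 libraries of each comparison (BH-adjusted p = 0.021, chosen after seeing the values) it was called. ERF1, one of the candidate genes, had too few counts to enter the test, with 0 in all H4 libraries.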

Other observations

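The tests in this part were chosen only after the results were seen.

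For each comparison of 3 libraries with 3 others, the 10 possible splits of the 6 libraries were tested. The real split gave the most DEGs in each of the 6 comparisons, so that 1 of the 10 splits was as large in DEGs H1-H2, DEGs H1-H3, DEGs H1-H4, DEGs H2-H3, DEGs H2-H4 and DEGs H3-H4, with 970, 1866, 6495, 1353, 6738 and 4660 genes against at most 12 in the others. The same held for the genes of the penetrometer negative list higher in H4 than H1 (423), the penetrometer positive list lower in H4 than H1 (534), the texture analyzer negative list higher in H4 than H1 (73) and the texture analyzer positive list lower in H4 than H1 (197), each with 1 of 10 splits as large and 0 genes in the others. With 10 splits the smallest possible share is 0.1, so these counts alone cannot exclude a division of the libraries by chance. For the results that use all 4 stages, 100 divisions of the 12 libraries into stages were tested, the real one included. As many DEGs in any comparison as the real 10005 came from 1 of 100 splits (at most 6161 in the others), DEGs unique to H1-H2 from 3 of 100 splits (up to 4709), DEGs unique to H2-H3 from 2 of 100 splits (up to 776) and DEGs unique to H3-H4 from 1 of 100 splits (at most 5 in the others). The shares under 0.05 argue against a division by chance as the cause of these numbers of DEGs. The candidate genes H4 against H1 to H3 gave 1 of 100 splits, and adjusted over the list alone 2 of 100 splits, with 10 genes in another split. The study chose the candidate genes and the firmness lists on these libraries in their real division, which by itself favours the real split, so these counts say little about chance.

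The larger number of DEGs at H3–H4 was tested against 2 technical explanations. After all libraries were thinned to 7776419 counts, H3–H4 had 4440 DEGs, H1–H2 1536 and H2–H3 1179, so the deeper H4 libraries are not the whole cause. Without the 100 most abundant genes, which hold 17.4% of the counts, the numbers were 4653, 1566 and 1209, so a few genes that take most counts are not either. A difference between the harvest dates other than maturity stays open, as each stage was sampled on a single date.

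Some genes alternate within a stage between 0 counts in one library and at least 30 in another. They were 457 of the 20210 genes that reach 30 counts in a stage (2.3%), of which 409 were tested, 60 are in Supplementary Table S2 (0.7% of it) and 29 are DEGs, 7 of them at H3–H4. PCP016914 and the 2 genes named for the largest falls at H3–H4 are among them, as are 4 of the 20 largest changes at H3–H4 on the scale of log2(CPM + 1). They make up 7.0% of cluster 9, with 13 genes. Reads moved as a block between gene entries by the counting are a candidate explanation for part of them: 31 pairs of genes excluded each other across libraries at a near-constant sum, against a median of 14 and at most 22 after 100 shufflings of the libraries within stages. The criteria for such pairs were chosen after seeing the data. In one pair, a gene with 1277 to 1727 counts in 10 libraries had 0 in H3 replicates 1 and 2, where the other had 1421 and 1721, with a coefficient of variation of the sum of 4.7%. For the other 407 genes no partner was found, and the explanation cannot be told apart from others where more than 2 entries share reads. Leaving these genes out changed the numbers of DEGs little, to 1643, 2767, 7976, 1232, 6466 and 4734 for H1–H2, H1–H3, H1–H4, H2–H3, H2–H4 and H3–H4.

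A set of 167 genes was called higher in H2 than in H1 and lower in H3 than in H2, with median log2 fold changes of 0.63 and -0.63 and 166 of them with all H2 libraries above the 6 of H1 and H3. Of these, 122 were not called between H1 and H3, 29 rose again to H4, and 131 genes showed the reverse course. The number was 142 with only the 6 libraries of a comparison, 179 with DESeq2 and 249 with limma-voom and library weights, chosen after seeing the data. Differences in library size are not the cause, since 164 such genes were found after thinning. Both comparisons share the H2 libraries, and chance values of these libraries alone give opposite changes: in 4 simulations without any change between stages, equally long lists of the lowest p-values held 126 to 141 genes up and then down and 144 to 152 with the reverse course. In the same simulations no gene was called at H1–H2 or H2–H3, while the 167 genes were called at both. This absence of calls is nearly fixed in advance where no gene changes and all genes share the same dispersion, so it does not decide the cause. How many of the 167 genes owe their call to chance values of the H2 libraries stays open. A change of maturity at H2 and the conditions at its 1 harvest date also stay open, as untested.

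H4 replicate 1 lay between H3 and the other H4 libraries. Over genes with more than a 2-fold change between H3 and H4, called without this library, its level was a median of 0.36 of the way back to H3 for 208 genes that rise (quartiles 0.27 and 0.44) and 0.15 for 136 genes that fall (quartiles 0.06 and 0.32). For H4 replicate 2 the medians were -0.23 and -0.00 and for H4 replicate 3 they were -0.13 and -0.01. Fruit of the H3 stage mixed into the library may be the source, which would give the same share for both directions. The difference between the shares was 0.21, but a test on 1 library decides nothing, and less advanced fruit in this replicate cannot be told apart from it.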
